# Cell-intrinsic Aryl Hydrocarbon Receptor signalling is required for the resolution of injury-induced colonic stem cells

**DOI:** 10.1038/s41467-022-29098-7

**Published:** 2022-04-05

**Authors:** Kathleen Shah, Muralidhara Rao Maradana, M. Joaquina Delàs, Amina Metidji, Frederike Graelmann, Miriam Llorian, Probir Chakravarty, Ying Li, Mauro Tolaini, Michael Shapiro, Gavin Kelly, Chris Cheshire, Deendyal Bhurta, Sandip B. Bharate, Brigitta Stockinger

**Keywords:** Epigenetics analysis, Differentiation, Transcriptomics, Intestinal stem cells, Regeneration

## Abstract

The aryl hydrocarbon receptor (AHR) is an environmental sensor that integrates microbial and dietary cues to influence physiological processes within the intestinal microenvironment, protecting against colitis and colitis-associated colorectal cancer development. Rapid tissue regeneration upon injury is important for the reinstatement of barrier integrity and its dysregulation promotes malignant transformation. Here we show that AHR is important for the termination of the regenerative response and the reacquisition of mature epithelial cell identity post injury in vivo and in organoid cultures in vitro. Using an integrative multi-omics approach in colon organoids, we show that AHR is required for timely termination of the regenerative response through direct regulation of transcription factors involved in epithelial cell differentiation as well as restriction of chromatin accessibility to regeneration-associated *Yap/Tead* transcriptional targets. Safeguarding a regulated regenerative response places AHR at a pivotal position in the delicate balance between controlled regeneration and malignant transformation.

## Abstract (web summary)

Rapid intestinal regeneration after injury is critical to maintain barrier integrity and homeostasis, but must be tightly controlled to prevent tumorigenesis. Here they show that the aryl hydrocarbon receptor is required to terminate the regenerative response after wound healing.

## Introduction

The epithelium of the gastrointestinal tract has a remarkable ability for self-renewal, which results in replenishment of epithelial cells from intestinal stem cells (ISC) every 3–4 days. Recent studies have shown that even mature epithelial cells possess extensive plasticity which allows them to efficiently regenerate following intestinal injury^1–6^. Following DSS-induced damage in the colon, this process involves dedifferentiation and reprogramming of committed epithelial cells back into a fetal-like state, orchestrated by changes to the extracellular matrix (ECM) and activation of the mechano-sensing transcriptional activators *Yap* and *Taz*^1^. Dysregulation of the pathways involved in tissue repair and differentiation underlies inflammatory disorders of the gastrointestinal tract and the susceptibility to malignant transformation^2,3^.

The increase in inflammatory disorders of the gastrointestinal tract over the last 50 years suggests that environmental factors have a major role in triggering or exacerbating such diseases^7^ but on the other hand environmental factors also shape physiological processes in the gut. Our focus as a molecular entry point for environmental factors is the aryl hydrocarbon receptor (AHR). AHR is a ligand activated transcription factor that upon ligand binding translocates from the cytoplasm to the nucleus where it dimerises with its co-factor ARNT to enable binding to DNA. Initially studied as the conduit for toxic effects of man-made pollutants such as dioxin, it has become clear in the last 10 years that AHR responds to endogenous ligands derived from dietary and microbiota metabolites and affects numerous physiological processes in the body^8^. Deficiency in AHR or alterations in the AHR pathway are associated with increased inflammatory responses particularly in the gut environment^9^ and AHR deficient mice are highly susceptible to gut infections^10^ or epithelial damage inflicted by dextran sulfate sodium (DSS), a mouse colitis model^11,12^. So far, most of the studies on AHR functions in the gut have focussed on immune cell types, where it is involved in the maintenance of innate lymphoid cells (ILC3) or intraepithelial lymphocytes^13–15^ as well as in expression of the cytokine IL-22 which plays an important role in barrier defence^10,16–18^. However, using mice with epithelial-specific AHR deletion, we have previously shown that AHR also plays a cell intrinsic role in intestinal epithelial cells (IEC). Absence of AHR in IEC dysregulates intestinal stem cell differentiation and impacts transcriptional activation of *Znrf3* and *Rnf43* which are negative regulators of the Wnt pathway, causing exaggerated activation of Wnt signalling in intestinal stem cells in a DSS/azoxymethane (AOM) colon cancer model^19^.

In the present study, we investigated AHR dependent events following acute injury to the epithelial barrier and show that AHR is a key determinant for the resolution of the regenerative response. Tissue damage caused by dextran sulphate sodium (DSS) colitis model leads to transient reprogramming of the intestinal epithelium to a ‘fetal-like’ state, characterised by the expression of stem cells antigen-1 (Sca-1), in a YAP1- dependent manner in mice. We provide evidence for AHR involvement in the resolution of this program in an epithelial-intrinsic manner using Vil-cre AHR^fl/fl^ mice. Loss of AHR caused failure to terminate the regeneration program with persistent Sca-1 expression and impaired reacquisition of a mature epithelial cell identity. In order to decipher the mechanisms underlying AHR mediated effects in epithelial regeneration, we generated colon organoid cultures which recapitulate aspects of epithelial injury and regeneration^20,21^. Integration of RNAseq, ChiPseq and ATACseq datasets comparing wildtype and AHR deficient organoids were used to gain insight into regeneration and differentiation pathways affected by loss of AHR. We show that AHR is required to restrict chromatin accessibility to regeneration-associated genes such as *Yap1/Tead* and associated factors. Furthermore, AHR functions as transcriptional repressor for proto-oncogenes such as *Sox9* and *Myc*, thereby terminating the repair response and allowing the switch to differentiation. Conversely, AHR acted as transcriptional activator for key factors in the specification of intestinal epithelial cell fate, such as *Cdx2*, facilitating the efficient and timely differentiation of cells post regeneration. Without AHR, this process was defective, leading to a prolonged regenerative program at the expense of differentiation, a scenario that may underlie the increased risk of colorectal cancer initiation in AHR deficient mice^19,22^. Thus, AHR is a key factor driving the re-establishment of intestinal identity upon exit from the regenerative program. Physiological AHR activation by endogenous ligands such as dietary or microbiota metabolites safeguards efficient barrier reconstitution following injury, emphasising that important regenerative processes in the gut are influenced by environmental signals that are to some extent under our control.

## Results

### AHR drives termination of colonic epithelial regeneration

AHR is ubiquitously expressed in colon epithelium^10^. To clarify the role of AHR in epithelial cell maintenance under steady-state conditions, we compared the number of mature epithelial subsets and proliferating cells between Vil-cre AHR^fl/fl^ mice and their wildtype littermate controls. Epithelial-intrinsic loss of AHR at steady state did not impact the differentiation of colonic epithelial subsets, nor result in hyperproliferation (Supplementary Fig. 1a–d), suggesting that AHR regulation of this process is dispensable, at least under the steady state conditions within our animal facility. The protective roles of AHR in epithelial barrier function have largely been demonstrated in the context of barrier perturbation by infection or following injury with DSS^10,12,16,19,22^, indicating that AHR may have a prominent role in the reacquisition of colonic epithelial homeostasis post-injury; a process whose dysregulation could render epithelial cells susceptible to malignant transformation^2,3^. To investigate the epithelial-intrinsic role for AHR during tissue regeneration, we characterized the response of Vil-cre AHR^fl/fl^ and littermate-controls to an acute model of colonic epithelial injury (2% DSS) for 5 days.

Expression of the regenerative marker Sca-1 was evident in injured epithelial cells as early as day 4 post-DSS administration (Fig. 1a) in line with previous reports^1^. Furthermore, epithelial cells within these regenerative foci exhibited marked tissue hyperplasia, alterations to crypt morphology and mucosal thickening characteristic of an epithelial wound repair response (Fig. 1b). This was accompanied by a loss of differentiated cells such as mucus secreting goblet cells (Supplementary Fig. 1f). In both WT and Vil-cre AHR^fl/fl^ mice, peak epithelial Sca-1 expression was observed at day 12 post-DSS administration, with epithelial cells in Vil-cre AHR^fl/fl^ having significantly higher Sca-1 expression compared to WT littermates (Fig. 1c). By day 21, regenerative foci were resolved in WT control mice but persisted in Vil-cre AHR^fl/fl^ mice even at D30 post-injury. This was accompanied by the persistent reduction of markers expressed by mature epithelial cells such as Muc2 and Krt20 (Fig. 1d), indicating that an epithelial-intrinsic loss in AHR activity results in an impaired termination of the regenerative response albeit this did not differentially affect disease parameters such as weight or colon length (Supplementary Fig. 1e).

**Fig. 1:**
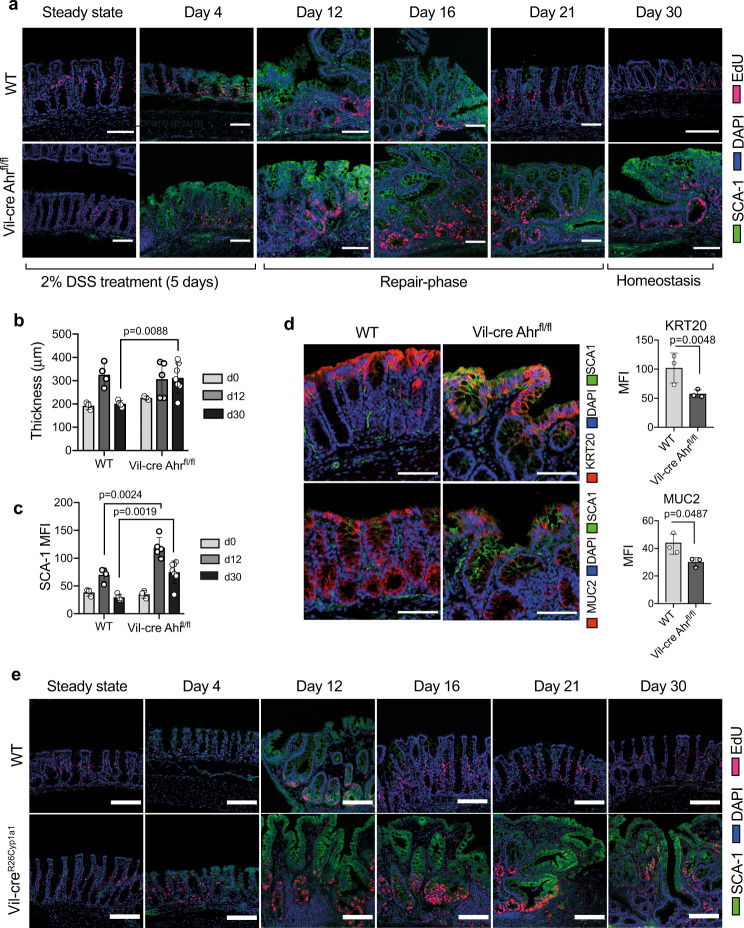
AHR drives termination of colonic epithelial regeneration. **a** Representative images showing Sca-1 (green) expression and proliferative (EdU+, red) cells in regenerative foci in the colon of DSS-treated Vil-cre AHR^fl/fl^ and WT control mice. Regenerative foci are identified as regions with epithelial Sca-1+ expression and significant crypt dysplasia as well as proliferating cells (EdU; 2 h post-i.p injection). **b** Measurement of mucosal and submucosal thickness and **c** Sca-1 MFI at d0, d12 and d30 post-DSS treatment. (d) Representative images showing expression of differentiation markers Muc2 (goblet cell, red) and Krt20 (pan-differentiation marker, red) in epithelial cells co-stained with Sca1 (green) and DAPI (blue) within regenerative foci in the colon of Vil-cre Ahr^fl/fl^ mice and WT controls at d30 post-DSS challenge. Quantifications for (**b**, **c**) were done measuring mean ± SD distances or mean MFI ± SD per mouse. The data-points represent *n* = 3 (d0), *n* = 4 (d12, d30) WT control mice and *n* = 3 (d0), *n* = 5 (d12), *n* = 7 (d30) Vil-cre AHR^fl/fl^ mice). Statistical significance between genotypes per timepoint was determined by Multiple *t*-test. *P* value of >0.05 was considered not significant (n.s.). Data-points for (**d**) represents *n* = 3 mice per genotype and quantifications graphed are mean MFI ± SD per mouse; an unpaired *t*-test (two-tailed) was used to assess statistical significance. Representative images show Sca-1 (green) expression and proliferative (EdU+, red) cells in regenerative foci found in the colon of Vil-cre *R26*^*LSL-Cyp1a1*^ and WT control mice (**e**) during the course of DSS. DAPI staining (blue) was used to identify nuclei in all images. Data is representative of at least 2–3 independent experiments. Scale bars: 100 µm. Source data for (1**b**–**d**) are provided with this paper in the source data file.

AHR functions are ligand dependent and therefore any reduction in ligands will likely impact functional outcomes. This is illustrated by a mouse model in which Cyp1a1 expression in intestinal epithelial cells is constitutive due to its placement under control of the ubiquitously active Rosa26 promoter (Villin-Cre *R26*^*LSL-Cyp1a1*^. This leads to rapid metabolic clearance of AHR ligands, compromising AHR activation and thereby phenocopying an AHR deficient state^10^. Villin-Cre *R26*^*LSL-Cyp1a1*^ mice exposed to DSS exhibited similar functional defects as seen in mice with AHR deficient epithelium with prolonged expression of Sca-1 and failure to terminate regeneration (Fig. 1e). However, in such mice defects in AHR signaling can be mitigated by either increasing the dose of available AHR ligands through the diet^10^ or by inhibiting the overactive Cyp1a1 enzyme thereby reinstating the availability of ligands. As shown in Supplementary Fig. 1g, oral application of a potent Cyp1a1/b1 inhibitor (4 L)^23^ during the DSS time course could reverse the detrimental effect of ligand deficiency and reduce Sca-1 expression on day 30 if given during the injury and/or early repair phase. This finding highlights a window within which AHR function is pivotal for the timely resolution of the regenerative response.

### Altered transcriptional program in d4 ENR AHR KO organoids

Intestinal organoid formation mimics the regenerative response in vivo, and similarly requires transient *Yap1* activation^21^. To gain a deeper understanding of epithelial defects resulting from AHR loss of function, we compared transcriptome profiles of wildtype and AHR-deficient colon organoids grown under regenerative (WENR, Wnt3a supplementation) or differentiating conditions (d4 ENR, four days post-Wnt3a withdrawal (see schematic in Fig. 2a).

**Fig. 2:**
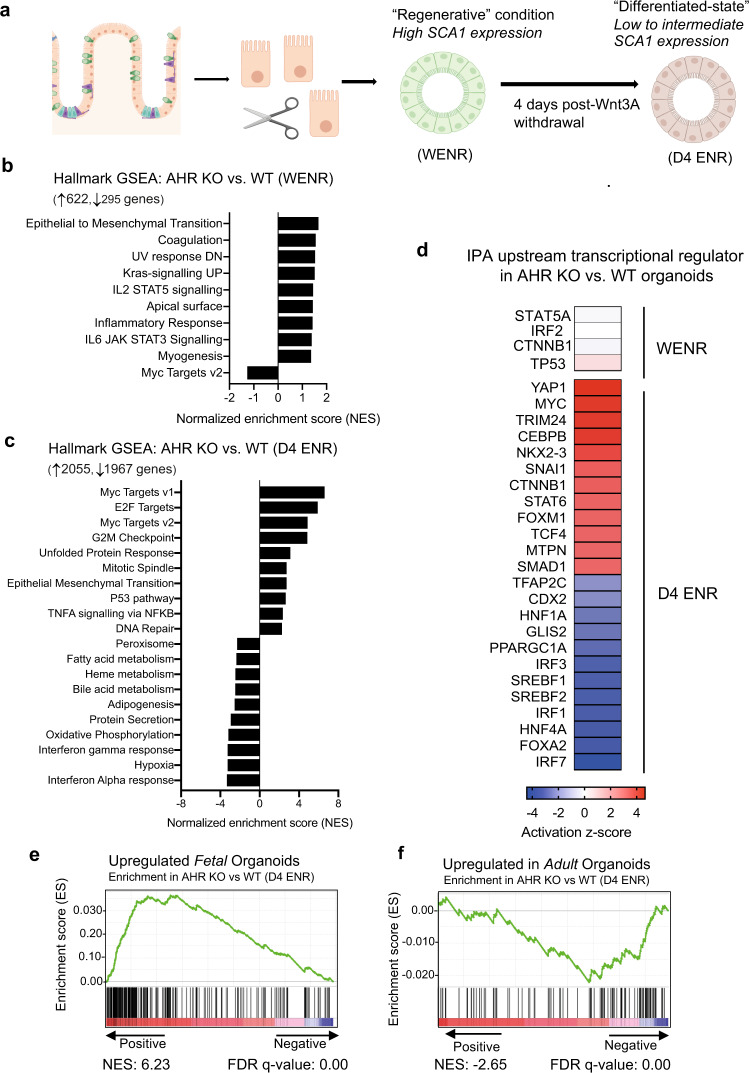
Altered transcriptional program in d4 ENR AHR KO organoids. **a** Schematic for RNA-seq of organoids in WENR/Regenerative or d4 ENR/differentiating conditions (created in BioRender). Normalized enrichment scores (NES) from GSEA; MsigDB Hallmark datasets of genes significantly upregulated or downregulated (FDR < 0.05) in AHR KO vs WT colon organoids grown in (**b**) regenerative (WENR) and (**c**) differentiating conditions (d4 ENR). **d** Heatmap for activation z-score of known transcriptional regulators predicted to be upstream of differentially expressed genes in either WENR or d4 ENR AHR KO vs WT organoids (full list in the source data; predicted factors with a *p* value of <0.0001 are shown). **e** Enrichment plot for transcriptional signature of d4 ENR AHR KO organoids compared to gene set upregulated in (**e**) fetal spheroids (NES: 6.23, FDR *q* value: 0.00) and (**f**) adult organoids (NES: -2.05, FDR *q* value: 0.00), respectively. Source data for (2**b**–**d**) are provided with this paper in the source data file.

In both conditions, AHR KO organoids showed a pronounced alteration in their transcriptional profile in comparison to WT organoids. The number of differentially expressed genes (DEGs) were significantly higher in the d4 ENR conditions (↑2055, ↓ 1967 DEGs) than WENR conditions (↑ 622, ↓ 295 DEGs). Notably, 50–60% of DEGs identified in the WENR condition remained altered in the d4 ENR condition with many of these genes involved in processes such as cell migration/adhesion and metabolism (Supplementary Fig. 2a). Hallmark gene set enrichment analysis (GSEA) of DEGs identified in AHR KO vs WT organoid grown under WENR conditions showed a modest enrichment for pathways involved in wound repair and epithelial mesenchymal transition (EMT), coagulation or STAT-signalling (Fig. 2b). In contrast d4 ENR AHR KO organoids showed pronounced changes in several pathways (Fig. 2c). Pathways known to be enriched in mature colonic epithelium such as fatty-acid metabolism, peroxisome function, bile acid metabolism were negatively enriched in AHR KO epithelial cells, whereas pathways associated with stemness and injury/regeneration such as those involving *Myc* and *E2F* signalling (proliferation processes), unfolded protein response (ER stress) and epithelial-mesenchymal transition (EMT) were positively enriched (Fig. 2c). These findings highlight AHR involvement in the resolution of the regenerative program and acquisition of mature epithelial identity.

In order to identify regulatory networks influenced by AHR signalling that could account for these changes, we used the IPA Ingenuity software to pinpoint upstream transcriptional regulators predicted to be activated or inhibited in AHR KO organoids in either WENR or d4 ENR conditions. In WENR AHR KO organoids, genes regulated by tumor-suppressor *p53* and *β-catenin* were found to be moderately enriched (positive z-score). In d4 ENR conditions, *Yap1*, along with other proto-oncogenes genes such as *Myc, β-catenin* and *Foxm1*, were predicted to be activated upstream of genes upregulated in AHR KO compared to WT organoids. In contrast, downregulated genes were identified as targets of key TFs involved in intestinal epithelial differentiation such as *Cdx2, Hnf1*α and *Hnf4*α (negative z-score) (Fig. 2d). Yap1 is required for colonic epithelial regeneration both in vivo and in vitro, and its activation results in the transient acquisition of a “fetal-like” transcriptional signature which resolves upon exit from the regenerative program. Through comparison of our d4 ENR data to published datasets generated from fetal-spheroids or mature adult organoids^24^ we found that the gene signature in d4 ENR AHR KO organoids bore more similarity to a fetal-spheroid signature (Fig. 2e) whereas the WT organoids exhibited a signature more similar to mature adult organoids (Fig. 2f) further illustrating the failure of AHR KO organoids to terminate the regenerative program.

### Enrichment for Yap/Tead targets in d4 ENR AHR KO organoids

AHR KO organoids grown in d4 ENR conditions also showed enrichment for a conserved *Yap1* signature, expressing higher levels of canonical *Yap1* transcriptional targets such as *Ctgf and Cyr61* alongside other fetal-like markers associated with colonic epithelial regeneration compared to WT organoids (Fig. 3a, b). This corresponded with higher surface expression of Sca-1 compared to WT organoids (Supplementary Fig. 2b). WNT signaling is required for the initiation of the *Yap*-dependent regenerative program^1,25,26^. In line with the role of AHR in restricting Wnt function, AHR KO organoids also showed increased expression of some canonical WNT targets such as, *Lgr5 and Ascl2* and *Wnt/Yap1* target *Sox9* (Fig. 3c). To determine whether the expression of *Yap1* target genes can be reversed by AHR-signaling, we stimulated WT and AHR KO organoids with the high affinity ligand FICZ under WENR conditions. FICZ-stimulation under regenerative conditions caused the downregulation of Sca-1 (Fig. 3d) and *Yap1* targets in an AHR-dependent manner (Fig. 3e). Extracellular matrix (ECM) components are key factors that regulate the wound repair process^1^. *Yap1* functions as a mechano-sensor, and upon tissue damage increased deposition of Collagen I within the wound bed and consequently ECM-stiffness, leads to Yap activation in a *Wnt* and *FAK/Src* dependent manner. To test whether AHR KO organoids are more sensitive to mechano-activation, we grew cells in a matrix enriched for collagen I (60% collagen+ 40% Matrigel). WT and AHR KO organoids grown in d4 ENR conditions responded to mechanical stress by upregulation of *Yap* targets (i.e. *Ctgf)* at the expense of differentiation markers (i.e. *Slc26a3*) (Fig. 3f). Notably, WT organoids grown in 60% collagen expressed these genes at levels similar to AHR KO organoids grown in 0% collagen which may indicate altered mechano-sensing in the absence of AHR. These changes were reversible in WT organoids upon activation of AHR-signaling with AHR agonist FICZ. AHR KO organoids exhibited decreased sensitivity to ROCK inhibition, retaining high expression of YAP targets (e.g. Ankrd1, Ctgf) at a concentration sufficient to abrogate expression in WT organoids grown in 60% Collagen (Fig. 2g). This finding supports the evidence that altered mechano-sensing may be upstream of the changes observed in AHR KO organoids. Collectively, we report that loss of AHR signaling impaired termination of the regenerative state, characterized by sustained expression of Yap targets in differentiating conditions and that *Yap1-*mediated transcriptional regulation can be reversed upon activation of AHR signaling.

**Fig. 3:**
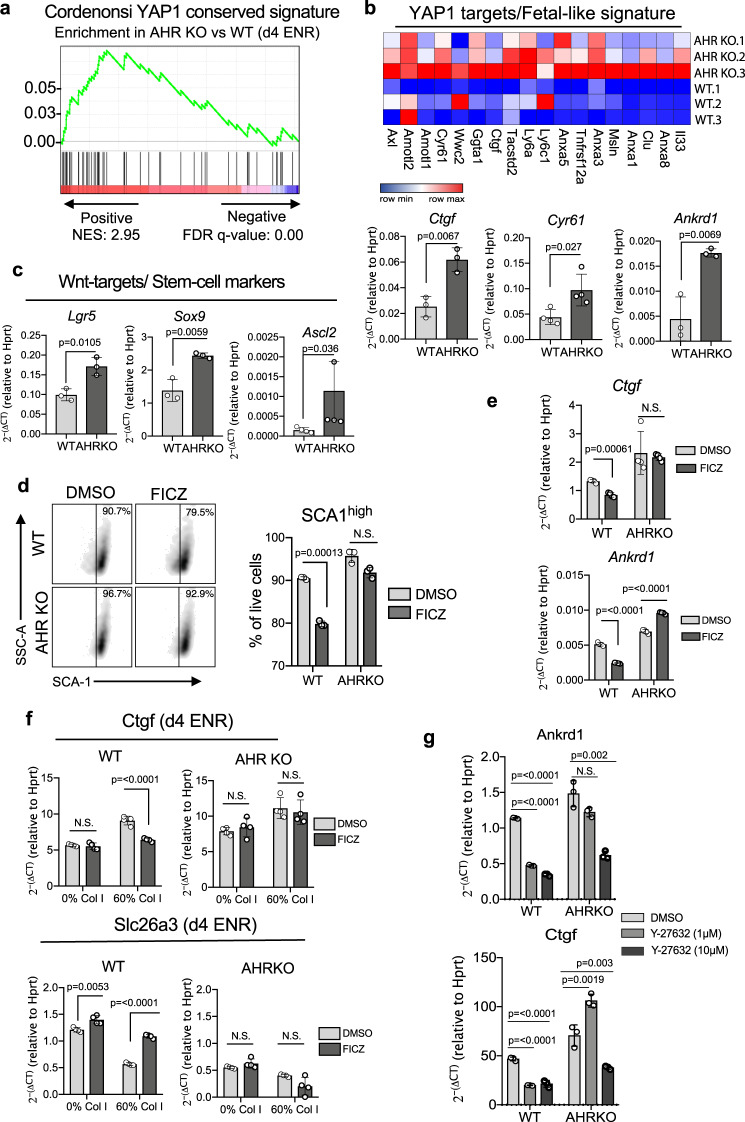
Enrichment for Yap/Tead targets in d4 ENR AHR KO organoids. **a** Enrichment plot for transcriptional signature of d4 ENR AHR KO organoids compared to the Cordenonsi *Yap1* conserved signature dataset (GSEA C6: Oncogenic datasets - NES: 2.95, FDR *q* value: 0.00) (**b**) Heatmap of select *Yap1* targets and fetal-like genes differentially expressed in d4 ENR AHR KO organoids; expression of YAP1 target *Ctgf*, *Cyr61* and *Ankrd1* validated by qPCR. **c** expression of *Lgr5*, *Ascl2* and *Sox9* by qPCR. **d** Representative flow cytometry plots and percentage of cells expressing high levels of surface Sca-1 (**e**) qPCR expression of *Yap* targets in WT and AHR KO organoids in WENR conditions after 24 h and 4 h of FICZ-stimulation, respectively. **f** qPCR expression of *Ctgf* and colonocyte differentiation marker *Slc26a3* in organoids grown in matrigel containing either 0% or 60% Collagen I. Cells were stimulated with either DMSO (vehicle) or FICZ and expression was assessed 24 h post-treatment. **g** qPCR expression of *Ctgf* and *Ankrd1* in WT and AHR KO organoids grown in 60% Collagen I (d4 ENR) treated with either 1 µM or 10 µM of ROCK-inhibitor (Y-27632). Organoids used for experiments were generated from either *n* = 3 (i.e. *Lgr5*, *Sox9*, *Ankrd1*, *Ctgf*) or *n* = 4 (i.e. *Cyr61*, *Ascl2*) mice per genotype. Data-points for the collagen and Y-27632 experiments are generated from *n* = 4 and *n* = 3 mice per genotype respectively. Statistical significance was determined by (**a**, **b**) unpaired *t*-test (two-tailed) (**c**–**f**) two-way ANOVA with Sidak’s multiple comparison test, (**g**) statistical differences between treatment and DMSO control per genotype was done using an ordinary one-way ANOVA with Dunnett’s multiple comparison test. *P* value of >0.05 was considered not significant (n.s.). Error bars displayed on graphs represent the mean ± SD of at least two independent experiments. Source data for (3**b**–**g**) are provided with this paper in the source data file.

### AHR restricts genomic accessibility to Yap/Tead targets

AHR activation following FICZ-stimulation resulted in the downregulation of canonical *Yap1* targets, suggesting a direct role for AHR in antagonizing *Yap/Tead*-dependent transcriptional activity. However, our RNA-seq analysis of AHR KO organoids in both WENR and d4 ENR state did not reveal changes in the expression of known regulators of *Yap1* transcriptional activity, and total Yap1 protein levels were largely comparable with WT levels at d4 ENR (Supplementary Fig. 2c, d). Given that global re-wiring of transcriptional networks during intestinal organoid differentiation is preceded and accompanied by mass remodelling of the epigenome^27^, we questioned whether AHR might antagonize *Yap/Tead*-mediated transcriptional activity through regulating chromatin accessibility to target genes. To address this, we compared ATAC-seq datasets generated from WT and AHR KO organoids grown in either WENR or d4 ENR conditions and characterized global changes in chromatin accessibility as cells transitioned from a regenerative to a differentiated state. 

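ATAC-seq uses a transposase to cut and tag open chromatin, and the Omni-ATAC form of it was applied here to live sorted cells of colon organoids. Of the 10 libraries, 2 came from WT and 3 from AHR KO organoids in WENR, and 3 from WT and 2 from AHR KO organoids in d4 ENR, 4 days after Wnt3a was withdrawn. The authors aligned the reads to the mouse genome (GRCm38) and called broad peaks in each library separately with MACS 2.2.7.1, without a control library, at a q value of 0.1 for broad regions and 0.05 for the narrow regions inside them. The targeted gene was examined first. *Ahr* lies on chromosome 12 from 35497974 to 35535038, on the minus strand. Over this gene with 5 kb on each side, peaks covered 5831 ± 1033 bp (SD, n = 3) in AHR KO and 2343 ± 284 bp (SD, n = 2) in WT libraries in WENR. In d4 ENR they covered 3396 ± 206 bp (SD, n = 2) in AHR KO and 1376 ± 196 bp (SD, n = 3) in WT libraries. A region in intron 2, from 35522914 to 35524762, held a peak in all 5 AHR KO libraries and in none of the 5 WT libraries, one of the regions found by this pattern, so it is no check of the labels. Its peaks ranked low in their own lists, between percentile 4.6 and percentile 27.7, and no library kept a peak there when all lists were shortened to the same length. A list of peaks cannot show the deletion itself. No library had a peak at *Kdm5d*, *Eif2s3y*, *Uty* or *Ddx3y* on the Y chromosome, so the lists show no difference in sex between the groups.

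The WT WENR libraries held 47429634 and 47857748 fragments, and the AHR KO WENR libraries 41686181, 45095047 and 49126792. In d4 ENR, the WT libraries held 35965755, 30354729 and 34433260 fragments and the AHR KO libraries 36307860 and 35860209. The mean fragment length was 235 to 255 bp in WENR. In d4 ENR it was 200, 156 and 172 bp in WT and 221 and 202 bp in AHR KO libraries, so that every AHR KO library had longer fragments than every WT library. Peaks held 63.0% and 66.5% of the fragment coverage in the WT and 67.2%, 68.3% and 68.6% in the AHR KO libraries in WENR. In d4 ENR they held 14.1%, 24.4% and 30.9% in the WT libraries and 33.8% and 44.2% in the AHR KO libraries, taking each peak's mean pileup, which is the authors' value, times its length. The genotypes therefore do not overlap in the share of coverage in either medium, nor in fragment length in d4 ENR.

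Peaks of all libraries were merged into 85680 consensus regions wherever they shared at least 1 bp. A region was taken as accessible in a library that had a peak in it, and 28205 regions were accessible in all 10 libraries. Of the regions called in either library of a pair, 79.8% to 85.5% were called in both for pairs within WENR, 52.6% to 77.4% within d4 ENR and 44.0% to 72.1% between the media. Read counts per region were not used here, so regions were compared by presence and absence and not by the count test behind the paper's differentially accessible regions. Most comparisons of regions were repeated with every list shortened to its 33433 peaks of highest significance, the length of the shortest list.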

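Libraries from organoids in WENR had between 61485 and 65308 peaks, and those in d4 ENR between 33433 and 58359. In WT organoids, the number of peaks was 62477.5 ± 1404 (SD, n = 2) in WENR and 45366 ± 10890.5 (SD, n = 3) in d4 ENR. In AHR KO organoids, it was 64494 ± 1113 (SD, n = 3) in WENR and 53849 ± 6378 (SD, n = 2) in d4 ENR. Averaged over the genotypes, the log2 ratio of d4 ENR to WENR was −0.36 (exact permutation test within genotypes, 2-sided, p = 0.02, the smallest p that 100 arrangements allow). Limiting the lists to peaks with a −log10 q of at least 5 moved this ratio most, to −0.72. The length covered by peaks was 62.3 ± 0.68 Mb (SD, n = 2) in WT and 64.0 ± 2.8 Mb (SD, n = 3) in AHR KO organoids in WENR. In d4 ENR it was 33.1 ± 7.42 Mb (SD, n = 3) in WT and 48.3 ± 2.5 Mb (SD, n = 2) in AHR KO organoids, a log2 ratio of −0.66 averaged over the genotypes (the same exact permutation test, p = 0.02). Libraries in d4 ENR had fewer fragments than those in WENR. With all libraries scaled to 30354729 fragments, an alternative chosen after the data were seen, the log2 ratio of peak numbers stayed at −0.36. This scaling also set a common significance limit for all lists, so it does not isolate depth.

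Called in all 5 WENR libraries and in no d4 ENR library were 4678 consensus regions covering 4.44 Mb, against 272 regions covering 0.275 Mb for the converse. With lists of equal length the numbers were 1422 and 902. With all peaks but without WT d4 ENR replicate 1, the converse held for 909 regions. Leaving out any other single library gave 277 to 324. The media also parted completely in the share of fragment coverage inside peaks, by 18.7 percentage points between the lowest WENR and the highest d4 ENR library.

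**Figure D1:**
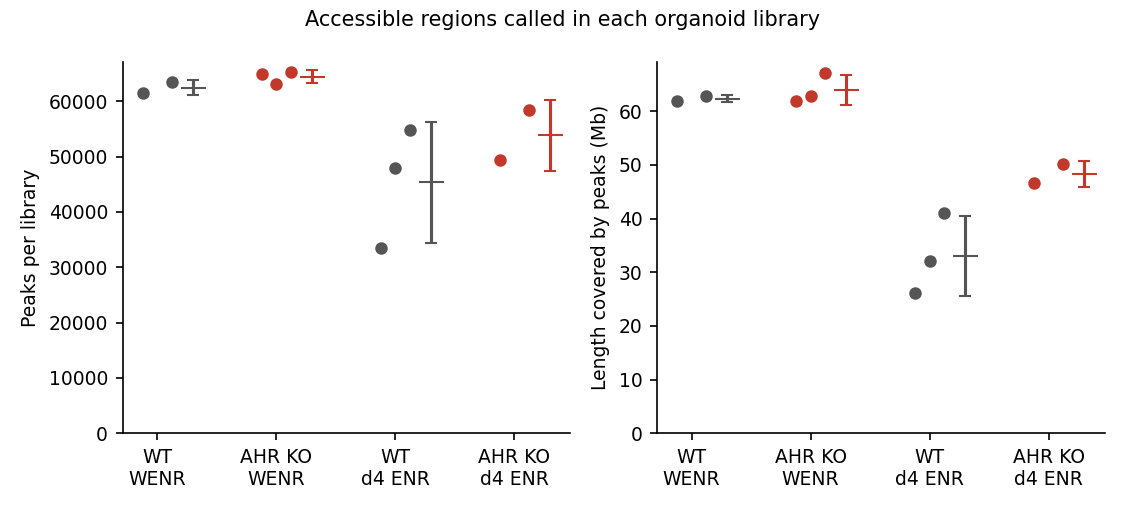
Number of peaks (left) and length covered by peaks in Mb (right) for each library, by genotype and medium. Points are libraries, and bars are the mean ± SD of each group. All 5 WENR libraries lie at or above 61485 peaks, and the 5 d4 ENR libraries at or below 58359.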

We found that the epigenetic landscape of organoids grown in WENR conditions was comprised of largely open chromatin, whereas that accessibility declined under differentiating, d4 ENR conditions^28^ (Supplementary Fig. 3a). Differentially accessible regions between AHR KO and WT organoids grown in d4 ENR conditions (↑1829, ↓415; Fig. 4a) or WENR conditions (↑453, ↓723; Supplementary Fig. 3c) were primarily located in intronic and intergenic regions, suggesting that AHR may influence chromatin accessibility at distal enhancers (Supplementary Fig. 3b). 

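In d4 ENR, 2435 consensus regions were called in both AHR KO libraries and in none of the 3 WT libraries, and 74 in all 3 WT and neither AHR KO library. In WENR, 1010 regions were called in AHR KO only and 650 in WT only. These sets covered 2.36, 0.0674, 0.692 and 0.408 Mb. With lists of equal length, the alternative that changed the AHR KO-only count by the largest factor, 705 regions were AHR KO-only and 280 WT-only in d4 ENR. In WENR, the order of the genotypes changed, with 409 AHR KO-only and 524 WT-only regions. No such count has an SD. How many regions part groups of this size was therefore counted for each of the 10 splits of the 5 libraries of a medium into 2 and 3. In d4 ENR, 2 of the 10 pairs had at least as many regions to themselves as the AHR KO pair, the other being AHR KO replicate 2 with WT replicate 3 at 2682. After shortening to equal length, the AHR KO pair had the most, and the highest of the other pairs had 613. Of the splits, 7 of 10 gave at least as many regions as the WT-only count in d4 ENR. In WENR, the AHR KO-only count was the highest of the 10 splits, at 1010 against at most 673, and 3 of 10 splits reached the WT-only count. Both were the highest of the 10 splits at equal list length, 409 against at most 323 and 524 against at most 509. A design of 2 against 3 libraries cannot give a share of splits below 0.1.

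Of the 2435 AHR KO-only regions in d4 ENR, 1441 (59.2%) were called in all 5 WENR libraries and 449 (18.4%) in none. They lay at the weak end of the lists, at a median within-list percentile of 16.1 by significance. The strongest of them lie on chromosome 12 from 23799984 to 23801316 and from 22030250 to 22031298, and on chromosome 11 from 83097888 to 83099181, 17668 bp from *Slfn1*. Both regions on chromosome 12 are within 15 Mb of *Ahr*, where regions that differ by genotype in both media were more frequent than elsewhere. The strongest WT-only regions lie on chromosome 5 from 32733989 to 32734204, 2097 bp from *Pisd*, and on chromosome 12 from 22905527 to 22906920 and from 70371174 to 70372497, the last 23560 bp from *Trim9*. Of these, the region starting at 22905527 is also within 15 Mb of *Ahr*.

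By their midpoints, 86.9% (95% Wilson interval 85.5% to 88.2%) of the 2509 genotype-specific regions in d4 ENR were intronic or intergenic, against 74.6% of the 63835 other regions called in at least 1 d4 ENR library (Fisher's exact test, p = 8.4e-50). In WENR the shares were 87.8% (86.2% to 89.3%) of 1660 and 75.8% of 73925 (Fisher's exact test, p = 4e-34). Regions, not organoid lines, are the units of these tests. Promoters were taken from 1 kb upstream to 100 bp downstream of a transcription start. With promoters of 3 kb on each side the shares were 74.5% against 60.9% in d4 ENR and 75.3% against 62.4% in WENR. Of the AHR KO-only regions in d4 ENR, 47.4% were intronic, 39.6% intergenic, 8.05% in promoters and 4.97% in exons. Regions that part the media were also mostly intronic or intergenic. Those called in all WENR and no d4 ENR library were 50.7% intronic and 34.8% intergenic, and for the converse the shares were 41.9% and 50.4%. The other regions in Fisher's exact tests include those called in every library, and regions specific to other splits were not annotated. These tests therefore cannot tie the high share to genotype.

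**Figure D2:**
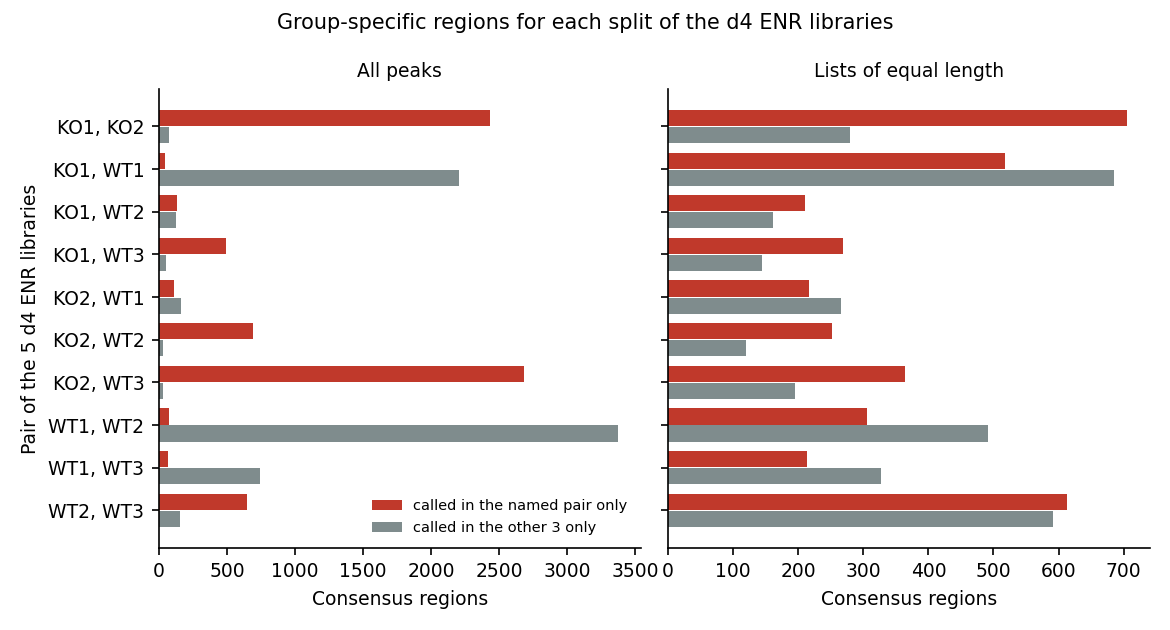
Number of consensus regions called in only 1 pair of the d4 ENR libraries (red) or only in the other 3 (grey), for each of the 10 pairs, with all peaks (left) and with lists of equal length (right). KO and WT are AHR KO and WT libraries with their replicate number. With all peaks the AHR KO pair has 2435 regions, and AHR KO replicate 2 with WT replicate 3 has 2682.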

Next, we integrated the d4 ENR ATAC-seq data (AHR KO vs. WT) with RNA-seq data generated from d4 ENR organoids (AHR KO vs. WT) to evaluate whether changes in accessibility correspond with the altered transcriptional profile of AHR KO organoids. Out of differentially accessible genes identified in AHR KO organoids, 22.48% corresponded with transcriptional changes observed in the RNA-seq data (Fig. 4b). Gene ontology analysis of targets identified to overlap between both datasets pinpointed pathways affected by loss of AHR function, corresponding with changes in chromatin accessibility in d4 ENR organoids (Fig. 4b). Genes annotated to differentially accessible peaks overlapping with d4 ENR RNA-seq data were involved in pathways associated with cell motility, migration and tissue morphogenesis – pathways that are highly regulated by *Yap/Tead* transcription factor (TF) activity^29–31^. Indeed, we found that several *Yap/Tead* targets such as (e.g. *Ctgf, Cyr61, Amotl2)* and fetal-like genes (e.g. *Clu*, *Tacstd2*, *Ly6a/Sca-1*) fell into this category of overlapping genes, with significantly increased accessibility in differentiating AHR KO organoids (Fig. 4c). This corresponded with the higher expression of these genes in d4 ENR conditions in comparison to WT controls (Fig. 3b). In contrast, genes involved with cellular differentiation such as *Slc26a3, Muc2, ChgA* did not exhibit differences in chromatin accessibility compared to WT controls (Supplementary Fig. 3d). Thus, AHR may antagonize *Yap1* transcriptional activity by restricting accessibility of its co-activator *Tead* to target genes.

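Accessibility at a gene was measured as the bases covered by peaks over the gene with 5 kb on each side, in d4 ENR libraries, since the peaks at these genes were called in both genotypes. Unlike the paper's read counts, covered bases do not measure the height of a peak. *Ctgf* (*Ccn2* in the annotation, chromosome 10, 24595442 to 24598683) was covered over 2434 ± 185 bp (SD, n = 2) in AHR KO and 2156 ± 369 bp (SD, n = 3) in WT, and the genotypes overlapped (exact permutation test, 2-sided, p = 0.6). *Amotl2* (chromosome 9, 102716672 to 102733418) had 4248 ± 417 bp in AHR KO and 3568 ± 398 bp in WT, again with overlap (exact permutation test, p = 0.4). At *Cyr61*, *Clu* and *Ly6a*, both AHR KO libraries lay above all 3 WT libraries, for which the exact permutation p is 0.2, the smallest that 2 against 3 libraries allow. *Cyr61* (*Ccn1*, chromosome 3, 145646976 to 145649981) had 1710 ± 180 bp in AHR KO and 1367 ± 161 bp in WT. *Clu* (chromosome 14, 65968483 to 65981547) had 1082 ± 102 bp and 679 ± 177 bp. *Ly6a* (chromosome 15, 74994877 to 74998031) had 4582 ± 257 bp and 2881 ± 908 bp. Over the gene body alone, this order of the libraries was kept at *Cyr61*. It was lost at *Clu* (exact permutation test, p = 0.6) and at *Ly6a* (exact permutation test, p = 0.4).

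The same order of libraries was common in the genome. Of 17265 protein-coding genes with a peak in at least 1 of the 10 libraries, 9387 (54.4%) were covered more in both AHR KO than in all 3 WT libraries, where chance gives 10%, and 41 were covered less. The number was 8193 (52.2%) of 15705 with lists of equal length. Peaks were also longer, by their median, in every AHR KO than in every WT d4 ENR library. Peak length and fragment length were not tested for this order. Of the 18 *Yap/Tead* target and fetal-like genes in Fig. 3b, 14 had this order, against a mean of 11.6 in 10000 random gene lists matched on the bases covered in WENR, of which 17.1% had as many. At equal list length, 5 of the 18 had it (*Cyr61*, *Ly6a*, *Anxa5*, *Anxa3* and *Clu*), against a mean of 10.5 in the random lists, 99.9% of which had as many.

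**Figure D3:**
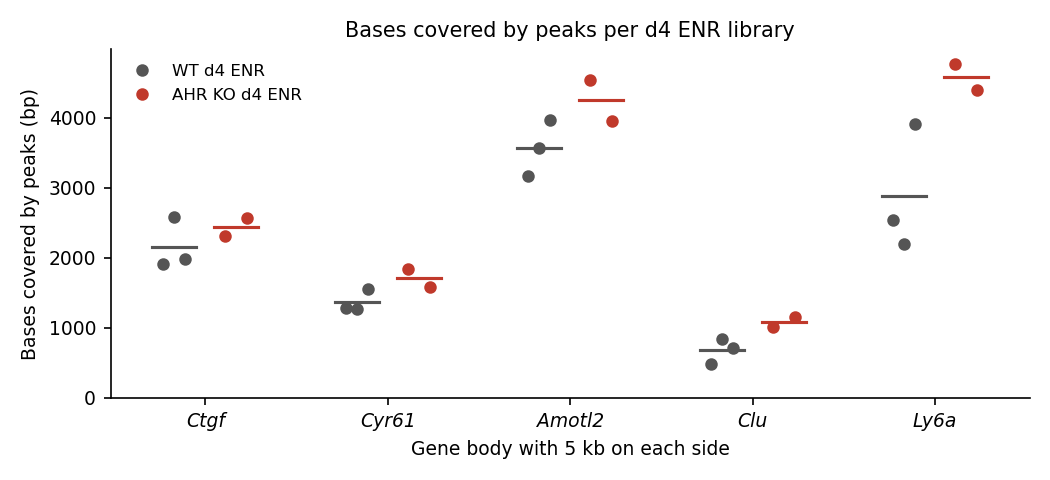
Bases covered by peaks at 5 genes of Fig. 4c in each d4 ENR library. Points are libraries (3 WT, 2 AHR KO) and horizontal lines are group means. The genotypes overlap at *Ctgf* and *Amotl2*, and both AHR KO libraries lie above the WT libraries at *Cyr61*, *Clu* and *Ly6a*.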

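*Slc26a3* (chromosome 12, 31390871 to 31473917), with 5 kb on each side, was covered by peaks over 8656 ± 117 bp (SD, n = 2) in AHR KO and 6703 ± 1241 bp (SD, n = 3) in WT organoids in d4 ENR. Both AHR KO libraries lay above the WT libraries (exact permutation test, 2-sided, p = 0.2, the smallest p possible), as at most genes in d4 ENR. *Slc26a3* lies within 15 Mb of *Ahr*. *Muc2* (chromosome 7, 141690340 to 141754693) had 862 ± 317 bp in AHR KO and 783 ± 725 bp in WT, and *Chga* (chromosome 12, 102554969 to 102565028) 499 ± 706 bp and 208 ± 226 bp. The genotypes overlapped at *Muc2* (exact permutation test, p = 1) and at *Chga* (exact permutation test, p = 0.8). At *Muc2* and at *Chga*, at least 1 library had no peak, so a difference smaller than these spreads was not detectable. Over the gene body alone, the differences between AHR KO and WT at *Muc2* and *Chga* changed sign, to −135 bp and −37.8 bp. Among 20 genes of mature epithelial cells that the paper names, 9 were covered more in both AHR KO than in all 3 WT libraries, where 10000 random gene lists matched as for Fig. 3b had a mean of 10.8 and 85.9% of them had as many. At equal list length, 9 of the 20 had this order against a mean of 7.59, and 31.4% of the random lists had as many. Limited to a −log10 q of at least 5, it was 12 against a mean of 9.74, and 19.1% had as many.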

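The TEAD consensus RCATTCC (R is A or G), on either strand, was present in 30.0% of the 2435 regions called only in AHR KO organoids in d4 ENR. In 1000 random draws of other regions called in d4 ENR, matched on width and GC content, the mean share was 25.7% ± 0.842 (SD of the draws). The p over the draws was 0.002, the smallest they can give, and 0.006 after Benjamini-Hochberg adjustment over 6 motifs. Shortened to equal length, the lists gave a share of 35.3% of 705 regions against 27.1% in the draws, with a p over the draws of 0.002. Regions are the units of these tests, not organoid lines. Of the 74 WT-only regions, 27.0% held the motif, against 24.6% in their draws, with a p over the draws of 0.711. Among the 10 pairs of d4 ENR libraries, the regions specific to the AHR KO pair exceeded their draws most, by 4.25 percentage points. For the other 9 pairs, this difference lay between −13.4 and 3.12 percentage points, and with lists of equal length it lay between −3.33 and 4.55 against 8.27 for the AHR KO pair. Regions specific to 3 libraries are not in this ranking. Those of AHR KO replicate 1 with WT replicates 1 and 3 exceeded their draws by 6.59 percentage points. They were only 32 regions, with a p over the draws of 0.464. The AP-1 consensus TGASTCA (S is C or G) was in 32.2% of AHR KO-only regions and 31.4% of the draws, with a p over the draws of 0.356. Without WT replicate 3, an alternative added after the data were seen, it lay below the draws, at 30.2% against 32.7%, with a p of 0.002. The ETS consensus CCGGAAGT was in 0.945% of them and 2.2% of the draws, with a p over the draws of 0.002, but with lists of equal length the shares were 2.55% and 2.69%, with a p of 0.759. From the accessibility of *Yap/Tead* target genes in AHR KO organoids, together with their expression, the paper proposes that AHR may restrict the access of *Tead*, and then turns to footprints, which need the aligned reads and were not analysed here.

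**Figure D4:**
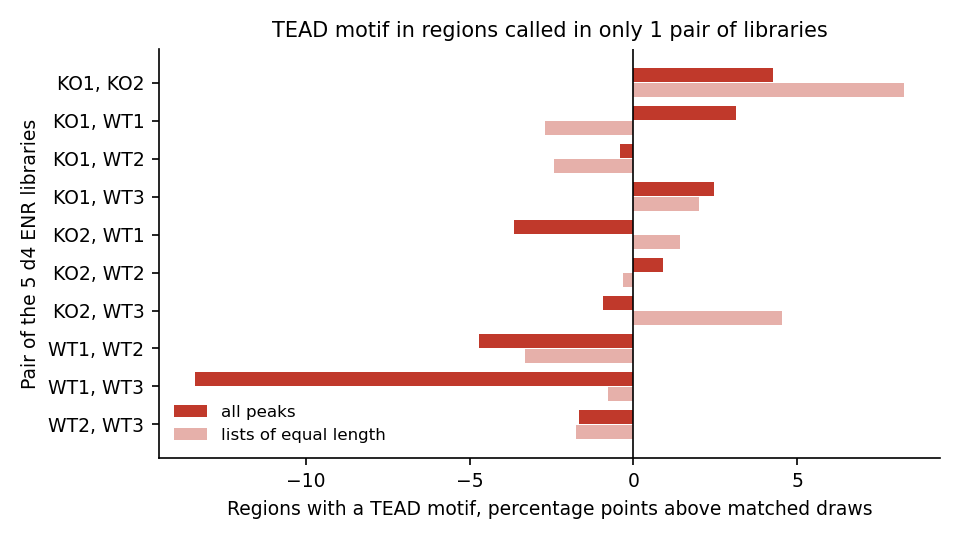
Share of regions with a TEAD motif among regions called in only 1 pair of the 5 d4 ENR libraries, in percentage points above the mean of width- and GC-matched draws, with all peaks (dark) and lists of equal length (light). The AHR KO pair stands at 4.25 and 8.27 percentage points. The number of regions per pair differs, from 42 to 2682 with all peaks.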

**Fig. 4:**
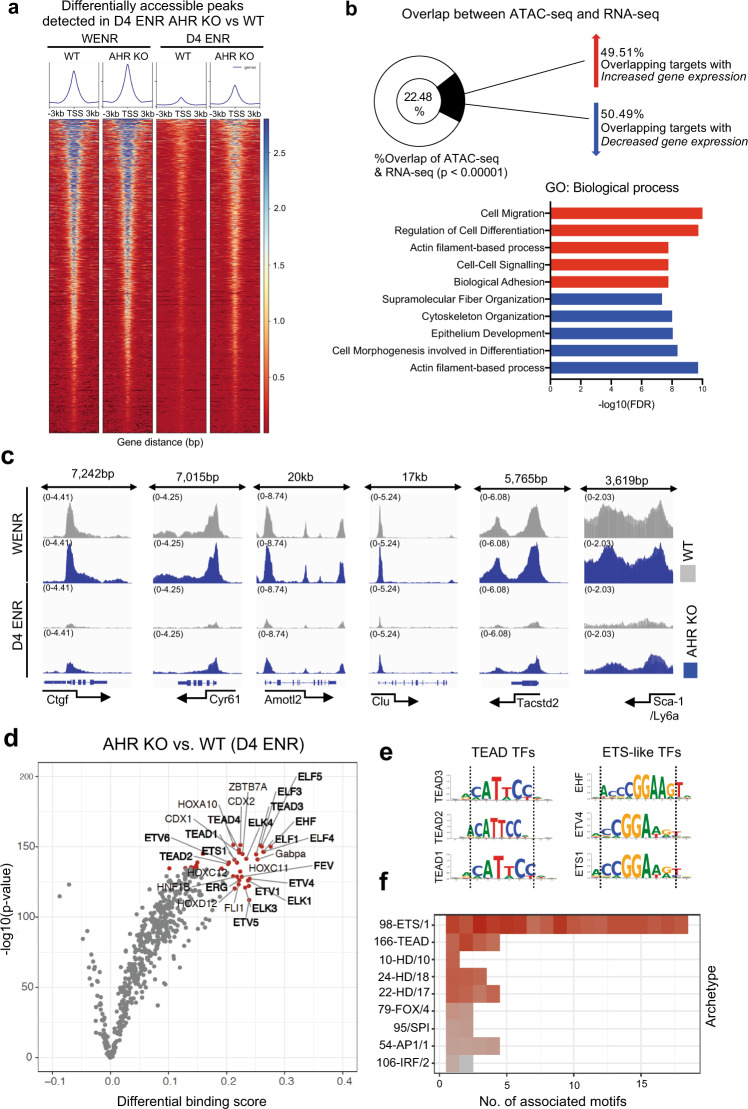
AHR restricts genomic accessibility to Yap/Tead targets. **a** Deeptools heatmap showing accessibility data of differentially expressed peaks identified in d4 ENR AHR KO vs WT organoids across samples (FDR < 0.05) (**b**) GO gene ontology (biological process) was conducted on genes that overlap between differentially accessible targets identified by ATAC-seq and differentially upregulated or downregulated genes in AHR KO vs WT organoids grown in D4 ENR conditions as determined by RNA-seq (FDR < 0.05). Statistical significance was determined by permutation testing of the overlap between the datasets (*p* value <0.00001). **c** IgV images of accessibility peaks (open regions) of known *Yap/Tead* targets (*Ctgf*, *Cyr61*, *Amotl2*) and fetal-like genes (*Clu*, *Tacstd2*, *Ly6a*) in d4 ENR WT and AHR KO organoids (**d**) Pairwise comparison of TF activity between differentiated AHR KO and WT organoids (d4 ENR). The volcano plots show the differential binding activity against the –log10 (*p* value) of all investigated TF motifs represented by a dot. Only the top 5% (both by fold-change, -log10 *p* value) of TF motifs identified are highlighted in red. TFs belonging to *Tead* and *Ets-1* like family of factors are bolded. **e** Motif sequences of some identified TFs belonging to *Tead* (*Tead 3, Tead4, Tead1*) and *Ets-1* family are shown, and the dotted line highlights the similarity in the binding sequence of these factors (**f**) Top 5% of identified motifs were aligned to each other and matched to an archetypal consensus motif. The color represents the fold-change (Red to grey – highest to lowest) in differential binding score between d4 AHR KO vs WT organoids. Source data for (4b, d) are provided with this paper in the source data file.

To test this hypothesis, we used TOBIAS, a transcription factor (TF) footprinting tool^32^ to predict differential TF occupancy on the genome of AHR KO vs WT organoids as they transitioned from WENR to d4 ENR conditions. In both WT and AHR KO organoids, the differential binding score/transcriptional footprint for *Ap-1* and *Tead*, which drive chromatin opening and *Yap1-*mediated transcription, was notably decreased, whereas pro-differentiation TFs *Hnf4a* and *Rxra*, had an increased transcriptional footprint in d4 ENR organoids (Supplementary Fig. 4a). While both WT and AHR KO organoids seemed to initially share predicted differential binding of TFs during WENR to d4 ENR transition, d4 ENR AHR KO organoids retained a higher differential binding score and footprint for *Tead* factors compared to d4 ENR WT controls (Fig. 4d–f). Differentially accessible sites in AHR KO organoids also exhibited higher scores for *Ets-*like family of TFs upon differentiation which was not evident in WT organoids (Fig. 4d). As multiple TFs can bind similar motifs, we clustered TF motifs based on their archetype group^33^, highlighting that many of the identified factors with an increased differential binding score in d4 ENR AHR KO organoids belong to the *Tead* and *Ets*-like family of TFs (Fig. 4e, f).

In the WENR state, *Cdx2* was predicted to have decreased binding in AHR KO organoids, whereas *Ap-1* family transcription factors were predicted to have increased binding in WT organoids (Supplementary Fig. 4b). Collectively, these findings suggest that while both genotypes undergo similar trajectories during the differentiation process, loss of AHR perturbs the overall chromatin landscape, influencing the binding of key TFs that dictate the balance between regenerative and pro-differentiation programs.

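In WT organoids, 10971 consensus regions were called in both WENR libraries and in none of the 3 d4 ENR libraries, and 482 in all 3 d4 ENR and neither WENR library. In AHR KO organoids, 8129 regions were lost in this way and 2452 gained. Without WT d4 ENR replicate 1, WT organoids gained 2280 regions, against 612 without replicate 2 and 582 without replicate 3. The contrast in gained regions with all peaks therefore rested largely on WT d4 ENR replicate 1. At equal list length, the genotypes lost similar numbers, 2881 in WT and 2889 in AHR KO, and gained 1537 and 2798. Of the regions lost in WT, 1594 (14.5%, 95% Wilson interval 13.9% to 15.2%) were called in both AHR KO d4 ENR libraries. Of those lost in AHR KO, 15 (0.184%, 0.112% to 0.304%) were called in all 3 WT d4 ENR libraries. The requirement of 2 libraries is easier to meet than that of 3. Single libraries called 20.1% and 35.4% of the regions lost in WT (AHR KO replicates 1 and 2) and 1.44%, 6.05% and 12.1% of those lost in AHR KO (WT replicates 1, 2 and 3). The single libraries called, with lists of equal length, 22.5% and 20.8% in AHR KO and 15.0%, 12.3% and 10.8% in WT. These intervals cover counting error only.

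The number of peaks in d4 ENR was higher in AHR KO than in WT organoids by 0.25 on the log2 scale (exact permutation test, 2-sided, p = 0.4, where the smallest p is 0.2). In WENR the difference was 0.05 (exact permutation test, p = 0.4). The difference between the media in this effect of genotype, 0.20, was within what exchanging libraries gives (exact permutation test within media, p = 0.52). Without WT d4 ENR replicate 1, the genotypes differed by 0.07 in d4 ENR, and the difference between the media was 0.02. Both were the smallest values among the fits that left out a library. For the length covered by peaks, AHR KO exceeded WT by 0.55 on the log2 scale in d4 ENR (exact permutation test, p = 0.2), and the difference between the media was 0.51 (exact permutation test, p = 0.18). The median peak length was 815 and 724 bp in AHR KO and 691, 557 and 625 bp in WT d4 ENR libraries, so covered length also reflects longer peaks.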

### Loss of AHR impairs colonic epithelial differentiation

AHR has been shown to promote differentiation in a variety of cell types^34,35^ and our data indicate that loss of AHR in epithelial cells prolongs the regenerative program at the expense of differentiation (Fig. 2a–e). To assess whether AHR targets specific epithelial cell subtypes or influences the differentiation program in general, we compared our d4 ENR transcriptomic datasets with a published dataset generated from single cell transcriptomic analysis of epithelial cells across the small intestine^36^. The DEGs from d4 ENR AHR KO organoids positively correlated with the transcriptional signature of intestinal stem and progenitor cells, and were negatively enriched for mature epithelial subsets, particularly enterocytes (Fig. 5a). For example, AHR KO organoids expressed considerably lower levels of maturation markers typical for colonocytes (e.g. *Slc26a3, Car4, Alpi*), goblet cells (e.g. *Clca3b, Muc2*) and enteroendocrine cells (e.g. *ChgA*) (Fig. 5b, c). Gene ontology analysis (GO Biological process) also revealed that many downregulated genes in d4 AHR KO organoids are involved in key functions of mature intestinal cells such as absorption and digestion (Fig. 5d, e). Intestinal organoids undergo significant metabolic rewiring as they transition from WENR state to differentiating ENR conditions, characterized by increasing metabolic reliance on oxidative phosphorylation at the expense of glycolysis^37^. To get an additional insight into how AHR regulates the differentiation process, metabolic features of stem cell and differentiating colonic organoids were assessed. WT organoids underwent a metabolic shift indicated by an increasing OXPHOS/Glycolysis ratio (Fig. 5f) and a concomitant decrease in the glycolytic index following the initiation of the differentiation process. In contrast, AHR KO organoids showed sustained preference for glycolysis for its energy demands (Fig. 5f) and impaired ability to undergo a switch to increased OXPHOS reliance under differentiating conditions. This finding is complementary to the decreased enrichment of d4 ENR AHR KO organoids for genes associated with oxidative phosphorylation (Fig. 2b).

**Fig. 5:**
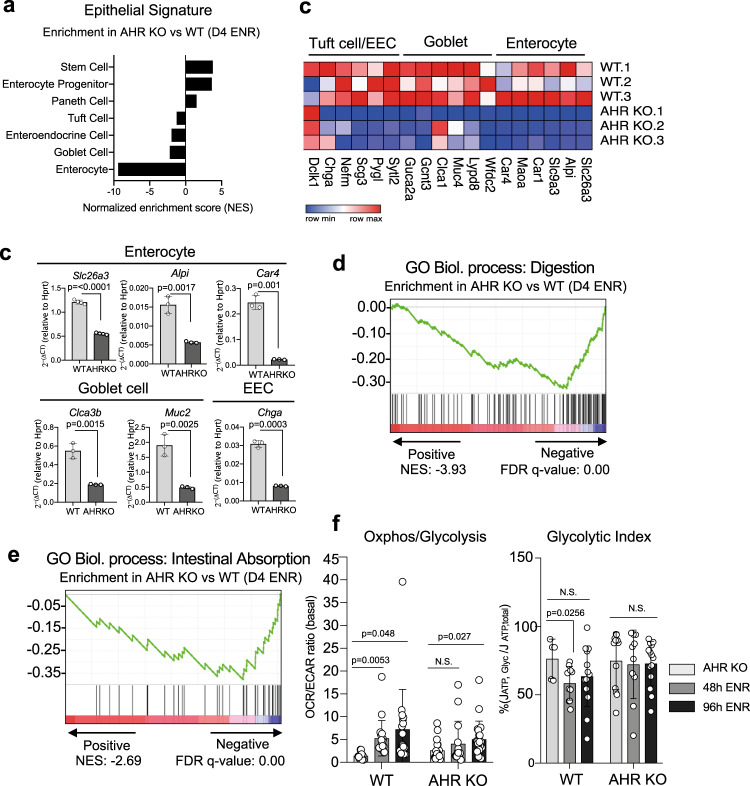
Loss of AHR impairs colonic epithelial differentiation. **a** Enrichment plot for transcriptional signature of d4 ENR AHR KO organoids compared to transcriptional signatures from intestinal epithelial cell subtypes. **b** Heatmap showing expression of select genes for mature epithelial subsets in either WT or AHR KO cells grown in d4 ENR conditions (**c**) qPCR expression data of mature epithelial markers for colonocytes (*Slc26a3, Alpi, Car4*), goblet cells (*Clca3b, Muc2*) or enteroendocrine cells (*Chga*) in d4 ENR WT or AHR KO cells. Organoids used for experiments in (**c**) were generated from either *n* = 3 (i.e. *Muc2, ChgA, Clca3b, Car4*) or *n* = 4 (i.e. *Slc26a3*) mice per genotype and statistical significance was determined by unpaired *t*-tests (two-tailed). Error bars displayed on graphs represent the mean ± SD of at least three independent experiments. **d** GO gene ontology analysis for transcriptional signature associated with mature epithelial function such as digestion (NES: −3.93, FDR *q* value: 0.00) and (**e**) absorption (NES: −2.21, FDR q-value: 0.00). **f** Metabolic analysis by Seahorse of AHR KO organoids compared with WT controls for basal OxPHOS vs glycolysis (left panel) and glycolytic index (right panel) and assessed at either 0 h (WENR conditions), 48 h (d2 ENR) and 96 h (d4 ENR) post-Wnt removal. Data shows mean ± SD expression of technical replicates from organoids generated from *n* = 3 mice and data pooled from three independent experiments. Multiple *t*-tests was performed between each timepoint vs WENR condition per genotype to determine statistical significance. Source data for (5**c**, **f**) are provided with this paper in the source data file.

### AHR regulates key factors involved in regenerative response

AHR functions as a ligand-dependent transcription factor in mammalian cells, and we hypothesized that AHR may regulate the exit from the regenerative state and drive differentiation through transcriptional regulation of key factors involved in this process. To address this, we conducted CHIP-seq analysis of FICZ treated WT and AHR KO organoids to identify ligand-dependent AHR-specific targets under WENR conditions. Through this analysis, we identified 121695 peaks bound by AHR annotated to 18416 unique gene targets. To focus on targets most likely to have a biologically relevant outcome in our system, we restricted our analysis to binding sites in epigenetically accessible regions of the genome that would identify AHR targets primed for activation or repression in the WENR state. 

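In the WT WENR libraries, 61485 and 63470 peaks were called. They fell on 66540 consensus regions called in at least 1 of them, of which 56882 (85.5%), 74.7 Mb in all, were called in both. By their midpoints, 19.8% of these 56882 regions were in promoters, 7.58% in exons, 42.4% in introns and 30.2% between genes. With 5 kb on each side, *Cyp1a1* (chromosome 9, 57687928 to 57703824) was covered by peaks over 2150 ± 36.1 bp (SD, n = 2), *Cyp1b1* (chromosome 17, 79701537 to 79715061) over 2722 ± 68.6 bp and *Ahrr* (chromosome 13, 74211118 to 74292331) over 2323 ± 129 bp. *Cdx2* (chromosome 5, 147300805 to 147307270) was covered over 4307 ± 116 bp and *Sox9* (chromosome 11, 112782224 to 112787760) over 4978 ± 24.8 bp. The binding data were not analysed here.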

We therefore overlapped our ATAC seq dataset from WT organoids grown under WENR conditions with our CHIP-seq data. Our analysis identified 3662 targets annotated to 2785 unique genes, with AHR binding occurring in regulatory elements within intragenic (43.8%) and intergenic (42.1%) regions similar to what has been described in other AHR-CHIP datasets (Supplementary Fig. 5a), and 79% of targets near protein coding genes (Supplementary Fig. 5b)^38,39^. HOMER motif analysis of these AHR-bound regions revealed the *Ahr:Arnt* motif as the most enriched, followed by the *Ap-1* motif (Supplementary Fig. 5c). Next, we integrated this dataset with transcriptomic data generated from RNA-sequencing of WT and AHR KO organoids stimulated with FICZ (4-hours post-stimulation; WENR) to further refine our analysis to AHR-dependent targets with a transcriptional outcome. Using this approach, we found that 21.42% or 19.63% respectively of genes upor downregulated in the RNAseq dataset corresponded with 13.2% of AHR ChIP targets in open chromatin (Fig. 6a). Collectively we labelled AHR targets identified from the integration of these datasets as “active” AHR targets. Gene ontology analysis revealed enrichment for several pathways involved in epithelial differentiation and tissue/structural morphogenesis in genes activated upon AHR activation, whereas genes involved in the regulation of cell migration and biological adhesion processes were downregulated (Fig. 6b). Notably, we identified *Cdx2*, a key transcription factor involved in intestinal epithelial differentiation and specification, as an active AHR target, alongside other transcription factors known to amplify and/or crosstalk with *Cdx2* in the intestine such as *Cdx1, Hnf1a*^40–42^ and *Rxra*^20^ (Fig. 5c). Conversely, *Sox9* (a *Wnt* and *Yap1*-target gene) and some canonical targets of *Yap/Tead* such as *Cyr61* and *IL33* which have known roles in stem cell maintenance, cell migration and tumor invasiveness - were repressed by AHR (Fig. 6c). AHR bound to an annotated enhancer element downstream of the *Cdx2* gene (OREG1865271; PAZAR) involved in positive regulation of *Cdx2* (Fig. 6d, f). In contrast, AHR bound to the *Sox9* promoter and repressed its expression (Fig. 6e, f). Notably, the promoter region of Sox9 contains YAP/TEAD binding sites^43^ in close proximity to several AHR binding sites, suggesting that these factors may counter-regulate Sox9 expression directly (Supplementary Fig. 5d). Based on this observation, we investigated whether other differentially accessible regions might be co-regulated by both AHR and YAP/TEAD by subsetting the ATAC peaks with overlapping AHR chip signatures. We found 294/2241, and in these 294 ATAC regions, 73/294 contained both *Ahr* and *Tead* motifs that co-localised in the same open ATAC region. 998 pairs of *Ahr* and *Tead* motifs were within the same open ATAC region with the majority of the distances < than 1Kb away from each other and primarily characterised as intergenic, intronic or promoter regions. We saw weighting towards intergenic and intronic regulatory elements suggesting a possible bias towards enhancer activity over direct TSS activity (Supplementary Fig. 6a, b). GSEA (GO Biological Process) for the nearest gene IDs of these 73 peaks (Supplementary Fig. 6c) revealed enrichment for processes involved in the regulation of cell motility and adhesion, in line with the proposed function of *Ahr* and *Yap/Tead* signalling in the co-regulation of these processes. 

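At *Sox9*, peaks in d4 ENR covered 4450 ± 650 bp (SD, n = 2) in AHR KO and 3943 ± 860 bp (SD, n = 3) in WT organoids, and the genotypes overlapped (exact permutation test, 2-sided, p = 0.4). *Itga2* (chromosome 13, 114833081 to 114932100) was covered over 10708 ± 1851 bp in AHR KO and 6803 ± 1523 bp in WT, and *Nrp2* (chromosome 1, 62703285 to 62818695) over 4224 ± 381 bp and 2912 ± 710 bp. At both genes, every AHR KO library lay above every WT library (exact permutation test, p = 0.2, the smallest p possible), as at most genes in d4 ENR. The difference at *Sox9* changed sign with lists of equal length, to −17.5 bp.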

Some examples of genes in this category are Sox9, Itga2 and Nrp2 (Supplementary Fig. 6d). In conclusion, there are numerous examples where AHR and Tead are co-localising in the same differentially accessible ATAC region in functional areas such as enhancers and promoters. Thus, in addition to restricting chromatin accessibility to *Yap/Tead* targets, AHR orchestrates the termination of the regenerative state through direct transcriptional regulation of genes involved in intestinal epithelial differentiation, and repression of genes involved in stem cell and wound-repair associated programs.

**Fig. 6:**
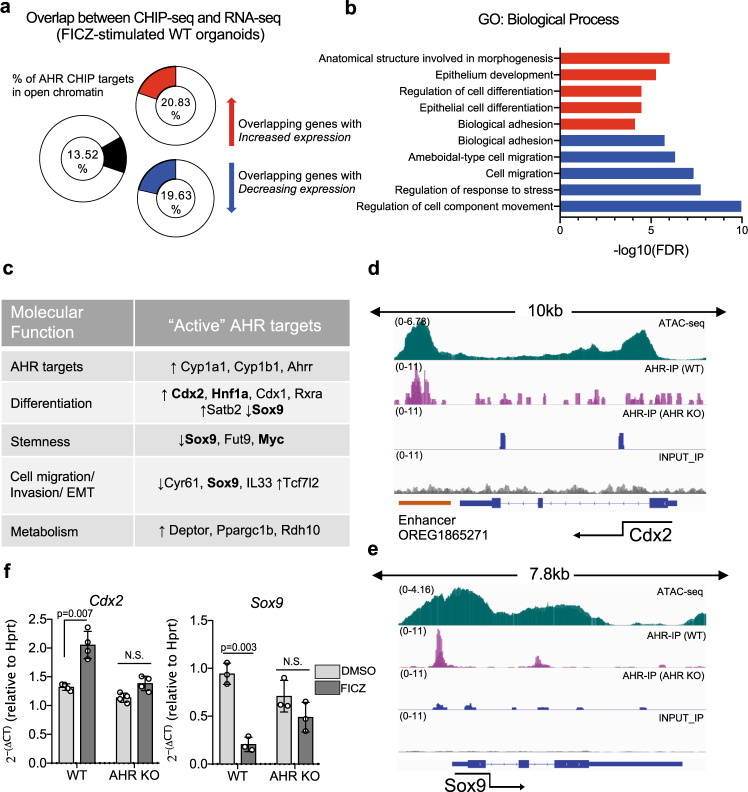
AHR regulates key factors involved in regenerative response. **a** Overlap between identified AHR ChIP targets in open chromatin regions with genes up or downregulated in response to FICZ from RNA-sequenced WT organoids (4h-post FICZ treatment). **b** Functional annotation of activated (red) or repressed (blue) AHR targets using GO ontology analysis (GO biological process) (**c**) Selection of active AHR targets with their associated functions. Targets that were also identified by the IPA upstream regulator analysis in d4 ENR AHR KO organoids are in bold (see Fig. 2 C). **d** IgV graphs showing sites of AHR binding in an enhancer element of *Cdx2* and and (**e**) AHR binding to the *Sox9* promoter. **f** qPCR expression data of *Cdx2* and *Sox9* in WT and AHR KO organoids treated with FICZ (4 h). Statistical significance was determined by two-way ANOVA with Sidak’s multiple comparison test. *P* value of >0.05 was considered not significant (n.s.). *n* = 4 and *n* = 3 mice per genotype were used for *Cdx2* and *Sox9* qPCRs respectively. Error bars displayed on graphs represent the mean ± SD of at least two independent experiments. Source data for (6**a**–**c**, **f**) are provided with this paper in the source data file.

### AHR drives reacquisition of intestinal identity post-injury

*Cdx2* is required for differentiation towards mature epithelial cell fates––especially enterocytes and *Muc2* expressing goblet cells^41,44–46^. Epithelial-specific deletion of *Cdx2* results in the anteriorization of the intestine, causing the expression of gastric-like genes^47^. Given that Cdx2 is positively regulated by AHR (Fig. 6d, Fig. 2c), along with TFs such as *Hnf1a* and Rxra which synergize with *Cdx2* to drive intestinal epithelial differentiation, we assessed whether loss of AHR corresponds with changes due to *Cdx2* deficiency by comparing the transcriptional signature of d4 ENR AHR KO and Cdx2 KO organoids. We observed a strong positive correlation between both datasets, with the majority of genes up or downregulated in Cdx2 KO organoids corresponding with changes observed in the transcriptional signature of AHR KO organoids (Fig. 7a). In addition, the transcriptional signature of AHR KO organoids was negatively enriched for the expression of genes characteristic for the small intestine and traverse/proximal colon where functions such as absorption and generation of mucins for barrier protection occur^48^. Instead, AHR KO organoids exhibited positive enrichment for genes expressed in anterior regions of the GI tract such as oesophagus and stomach and for the sigmoid colon which represent regions with decreased *Cdx2* activity (Fig. 7b)^49^. Furthermore, we observed increased expression of gastric genes and decreased expression of intestinal genes (Fig. 7c) in d4 ENR AHR KO organoids compared with WT controls. Expression of *Cdx2* and *Sox9* are inversely correlated during organ specification and colorectal cancer and *Sox9* is a known repressor of *Cdx2* in the intestine^44,50,51^. In line with this, regenerative foci retained in Vil-cre AHR^fl/fl^ at d30 post-DSS exhibited decreased Cdx2 staining and increased Sox9 staining (Fig. 7d, e). Collectively, these data demonstrate significant parallels between AHR KO and Cdx2 KO phenotypes and provide evidence for AHR as a key factor driving the re-establishment of intestinal identity.

**Fig. 7:**
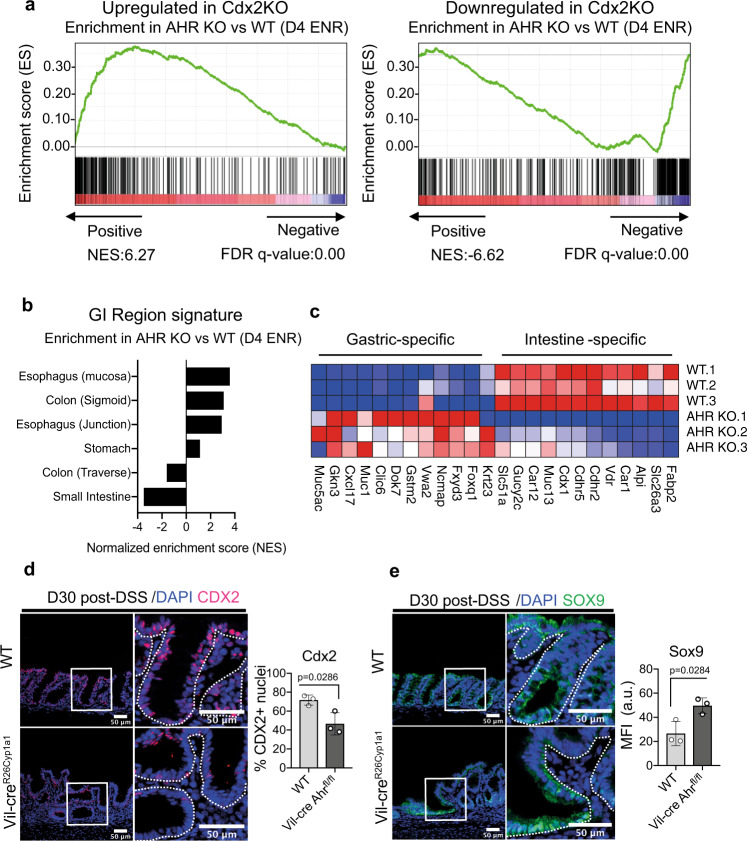
AHR drives reacquisition of intestinal identity post-injury. **a** Gene set enrichment plots of AHR KO organoids relative to genes either upregulated (NES: 6.3, FDR q-value: 0.00) or downregulated (NES: -6.62, FDR *q* value: 0.00) in Cdx2 KO intestinal organoid dataset (**b**) Gene set enrichment of d4 ENR AHR KO vs WT organoids relative to conserved GI-region specific signatures compiled from GiTEX database (**c**) Heatmap for expression of canonical genes expressed in either intestine or gastric tissues, in d4 ENR WT and AHR KO organoids. Representative images and quantifications of Cdx2 (**d**) and Sox9 (**e**) staining in colonic crypts of WT and Vil-cre AHR^fl/fl^ mice d30 post DSS treatment. Bar graphs show mean MFI ± SD per mouse for Sox9 and mean % of nuclei positive for Cdx2 per mouse (*n* = 3 mice). Statistical significance was determined using an unpaired t-test (two-tailed). Error bars displayed on graphs represent the mean ± SD. Scale bar: 50 µm. Source data for (7**d**, **e**) are provided with this paper in the source data file.

## Discussion

In this study we provided evidence for an important role of the environmental sensor AHR in coordinating processes involved in tissue repair and differentiation. Using an integrated multi-omics approach in colon organoids, we reveal a requirement for AHR in the appropriate termination of the regenerative response via antagonizing *Yap/Tead*-mediated transcriptional regulation of target genes in favour of a pro-differentiation program through its regulation of master intestinal factor *Cdx2*. We found that AHR functions as a transcriptional activator of pro-differentiation factors (e.g. *Cdx2, Hnf1a, Rxra*) and repressor of pro-stemness factors (e.g. *Sox9, Myc*).

An association between AHR and *Cdx2* was previously described by us in the context of embryogenesis, where activation of AHR in embryonic stem cells resulted in the early induction of *Cdx2* under differentiating conditions^34^, but whether AHR could regulate *Cdx2* under physiological conditions remained unknown. In this study, we established *Cdx2* as a direct AHR transcriptional target in colonic epithelial cells. The strong correlation between the transcriptional signature of AHR KO and Cdx2 KO organoids provided further support for the requirement of AHR in the optimal induction of *Cdx2* and consequently the reestablishment of mature intestinal epithelial identity post-regeneration. *Sox9* was also a factor of interest as the antagonism between AHR and *Yap/Wnt* signaling converges on its regulation, and it is involved in the maintenance of stem-cell and EMT promoting transcriptional networks. Furthermore, a bi-directional relationship between Sox9 and Cdx2 has been demonstrated in the context of malignancy, with *Sox9* highly expressed in metaplastic regions that have lost Cdx2 expression, illustrating that Cdx2 restricts Sox9 activity^44^. Conversely, *Sox9* can also repress *Cdx2* expression^51^. Therefore, it is possible that sustained Sox9 activity may further contribute to the reduction of *Cdx2*-driven intestinal epithelial specification/differentiation we see in AHR deficient epithelium.

Previous studies have provided evidence for AHR-signaling in the repression of the canonical Wnt-signaling (via β-catenin)^19,22,52^ and Foxm1 signaling^53^, but whether *AHR* antagonizes other pro-regenerative/oncogenic pathways is still a subject of active research. AHR-mutants have increased susceptibility to colorectal cancer development^19,22^ and our work provides further mechanistic insight into the cancer protective functions of AHR in colonic epithelial cells by demonstrating a key role for AHR in restricting *Yap1-*mediated transcriptional activity. Dysregulated *Yap*-signaling is associated with tumorigenesis in various tissues^25,31,54–56^.

WENR organoids, which resemble injury-induced “fetal-like” stem cells exhibit increased chromatin accessibility, with open regions that are highly enriched for *Ap-1* and *Tead* motifs. 

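Of the 4678 regions called in all WENR and no d4 ENR library, 49.7% held the AP-1 consensus and 32.8% the TEAD consensus. In 1000 random draws of other regions called in WENR, matched on width and GC content, the means were 35.2% ± 0.677 and 26.9% ± 0.62 (SD of the draws), with a p over the draws of 0.002 for both, the smallest they can give. In lists of equal length, 62.1% of 1422 regions held the AP-1 consensus, against 43.5% in the draws, and 35.8% the TEAD consensus, against 31.3%. Of the 272 regions called in all d4 ENR and no WENR library, 16.9% held the AP-1 consensus and 20.6% the TEAD consensus, below their draws at 33.3% and 27.2%, with p values over the draws of 0.002 and 0.014. These shares were computed for this comparison after the data were seen, and regions are the units.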

While the transient reprogramming of cells to this reverted state has the important function of increasing the stem-cell pool to drive rapid regeneration, its perpetuation may lead to an increased likelihood for oncogenic transformation if it occurs in the presence of mutagens. This is particularly relevant for barrier sites such as the intestine which is chronically exposed to external factors and is injury-prone^2,3,57^. It is noteworthy that while the loss of AHR function under homeostatic conditions did not have overt implications on epithelial turnover or differentiation under steady-state conditions, we cannot rule out pre-existing vulnerabilities in the chromatin that could make AHR-deficient cells more susceptible to injury-induced repair processes. This feature of AHR function is unlikely to be shaped by differential availability of ligands in steady state vs injury as tryptophan is an essential amino acid and AHR ligands are constantly produced from dietary intake as well as the microbiota. The context-dependent function of AHR is reminiscent of *Yap1* activity, which is likewise found to be largely dispensable under homeostatic conditions but is required for the initiation and propagation of the regenerative response^1,25,58,59^. We propose that AHR may increase the threshold for oncogenic transformation by limiting *Yap1*-mediated transcriptional activity.

The more open chromatin configuration of AHR KO epithelial cells during differentiation could reflect the increased representation of *Ap-1* which is involved in regulating chromatin dynamics^60^. Indeed, AHR activation can restrict *Ap-1* activity in a cell -type dependent manner^61–63^. Furthermore, we found that *Ap-*1 is the second most common motif in AHR-bound regions identified in the ChIP analysis, suggesting an antagonistic interplay between *Ap-1* and AHR in regenerating cells. There is increased footprinting of *Ap-1* complex members in AHR KO organoids – most notably in the WENR state which may reflect the higher sensitivity of AHR KO organoids to *Ap-1*-mediated opening of chromatin. *Ap-1* associates with *Yap* to promote the expression of motility genes, and *Sox9* in the expression of ECM-associated genes^31,56,60,64–66^. *Ap-1* binding sites are also commonly associated with the binding of *Ets*-like TFs which may explain the differential increased binding score of this family of factors in differentiating AHR KO organoids. Thus, loss of AHR resulting in dysregulated *Ap-1* activity might contribute to the persistence of *Yap/Tead* activity and facilitate the activity of *Ets*-like transcription factors.

The gene ontology analysis of our integrated genomics also suggests a role for AHR in the regulation of pathways involved in motility/ migration and biological adhesion in colonic epithelial cells both at a transcriptional and epigenetic level. The persistence of *Yap/Tead* and *Sox9* in d4 ENR AHR KO organoids may largely account for these transcription signatures, as they actively promote pro-metastatic programs through regulation of cellular adhesion and motility pathways which are enriched for genes that encode various ECM-components and factors that influence the actin cytoskeleton. Our findings are in line with previous studies demonstrating that reduced AHR leads to increased cell invasiveness in certain cancers^67,68^. Furthermore, AHR activation has also been shown to protect against tissue fibrosis^69,70^. However, opposing findings have been reported by other studies which have shown that AHR can promote tumor invasiveness, but these findings are reported in the context of AHR activation by TCDD which could have adverse outcomes^71^. The transient nature of AHR activation under physiological conditions by dietary and microbiota-derived ligands highlights the importance of controlled AHR activity. Indeed, chronic activation can also lead to ligand-depletion through excessive activation of negative feedback pathway which leads to a quasi-AHR deficient state^10,72^.

Collectively, our work provides mechanistic insight into AHR-mediated functions in the context of colonic tissue regeneration, which when dysregulated, could lead to CRC initiation and progression. AHR is an environmental sensor that integrates microbial and dietary-cues to influence physiological/cellular processes within the intestinal microenvironment and beyond. The growing link between environmental factors such as dietary intake, pollutants and microbial dysbiosis in colorectal cancer etiology, places AHR at a pivotal position in influencing the delicate balance between controlled regeneration and malignant transformation.

## Methods

### Mice

Villin^Cre^Ahr^fl/fl^ (AhR tm1c generated from AhR tm1a ES cells from KOMP), Villin-Cre *R26*^*LSL-Cyp1a1*^(10) and their wildtype littermate controls (all on a C57BL/6 background) were bred and maintained in individually ventilated cages at the Francis Crick Institute, under specified pathogen free (SPF) conditions according to the protocols approved by the UK Home Office and the Ethics committee of the Francis Crick Institute. Littermates of the same sex were randomly assigned to experimental groups.

### DSS colitis

For induction of DSS colitis, mice were treated with 2% DSS solution (MP Bio, Cat: 0216011090) in drinking water for 5 days followed by normal water. To track cell proliferation within the crypt compartment, mice were injected (i.p.) with 200μg of EdU (Thermofisher; Cat: A10044) for 2 h prior to harvesting of tissues.

### Histology and immunostaining

Colonic tissues were fixed in 4% Paraformaldehyde (PFA; Thermofisher, Cat: 28908) for 3 h (for OCT embedded samples) or 24 h (for paraffin embedded samples) at 4 °C. For frozen sections, samples were incubated in a 10% glycerol 25% sucrose solution overnight after fixation, prior to embedding in OCT. OCT sections were used for the rat anti-Sca-1 (1:200; Biolegend, Cat: 122501), rabbit anti-Cdx2 (1:300; Abcam, Cat: ab76541), rabbit anti-Muc2 (1:200; Abcam, Cat: ab272692), rabbit anti-Krt20 (1:200; Cell Signalling, Cat: 13063) and rabbit anti-Sox9 (1:200; Millipore, Cat: AB5535) for IF staining. For IHC/IF staining on paraffin embedded samples, sections were deparaffinised and rehydrated using standard methods and were stained with either abbit anti-Dcamkl1 (1:200; Abcam, Cat: ab31704) or rabbit anti-ChgA (1:500; Abcam, Cat: ab15160). Citrate buffer pH6 was used for antigen retrieval and tissues were stained with primary antibodies overnight after incubation with blocking solution for 2 h, and EdU staining with the Click-IT EdU kit (Thermofisher; Cat: C10337) following manufacturer’s instructions. Secondary antibodies (all from Thermofisher used at 1:500) - Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody (AF568 Cat: A10037 or AF647 Cat: A31571), Donkey anti-Rat IgG (H + L) Highly Cross-Adsorbed Secondary Antibody (AF488 Cat: A48269) and DAPI (1:2000; Thermofisher, Cat: D1306) were incubated for 2 h at room temperature. Fluorescent images were acquired using a laser scanning confocal microscope (LSM710 Zeiss Upright). For quantifications of Sca1, Muc2, Cdx2 and Krt20 MFI from IF sections, several images were acquired from the mid-distal region of the colon. In general, images were acquired from regenerative regions (indicated by epithelial Sca1 expression). However, in samples without Sca1+ regenerative foci (i.e. steady-state conditions and WT samples post-regeneration), images of crypts were also acquired from the mid-distal colon. Images were obtained from biological replicates across 2–4 independent experiments and the average MFI (after subtraction of background MFI) per image and sample was plotted. Ilastik (pixel classification tool; version 1.3.3.post)^73^ was used for cell segmentation and classification of DAPI+ and Cdx2+ from colon images. For quantification of % Cdx2+ cells per nuclei––the number of identified Cdx2+ cells were normalized to the number of DAPI+ cells within the colon crypt. All images were quantified using ImageJ version 2.1.0/1.53c.

### Primary culture of mouse colon organoids in Matrigel or Collagen type I

Colonic crypts were isolated from the whole colon of WT and *Vil*^*Cre*^*Ahr*^*fl/fl*^ mice (*n* = 3–4, biological replicates) in a PBS solution containing 5 mM EDTA. The tissue was incubated for 30–45 mins in a 37 °C shaking incubator (200RPM), followed by washing and manual shaking in cold D-PBS to isolate crypts. To generate organoids, isolated crypts were embedded in Matrigel (R&D systems Cat: 3533-010-02; 70% Matrigel mixed with 30% WENR media) and resulting organoids were maintained in either WENR medium or switched to ENR only medium for four days to induce differentiation. As previously described (Metidji A et al, 2018), the basic culture medium (ENR) contained advanced DMEM/F12 supplemented with penicillin/streptomycin, 10 mM HEPES, 2 mM Glutamax, B27 (all from Life Technologies) and 1mM N-acetylcysteine (Sigma; Cat: A7250) supplemented with murine recombinant EGF (0.5 µg/ml; Gibco cat: PMG8043). R-spondin1-CM (20% v/v) (20% final volume) and Noggin-CM (20% v/v) were obtained from the Cell Services platform at the Francis Crick Institute. The ‘WENR’ medium was generated by using ENR as a base medium with 50% WNT3a-conditioned medium (obtained from Cell Services at the Francis Crick Institute) supplemented with SB202190 (10 μM; Sigma, Cat: S7067-5MG), ALK5 inhibitor A83-01 (500 nM; Tocris Bioscience, Cat: 2939) and nicotinamide (10 mM, Sigma: Cat: N3376). For the experiments involving use of organoids grown in Collagen Type I (Rat Collagen I 5 mg/ml, RND systems Cat: 3447-020-01), passaged organoids were embedded a Collagen matrix diluted in Matrigel to a final concentration of 3 mg/ml (60% Collagen I; 40% Matrigel). For experiments using ROCK-inhibitor Y-27632 (Stemcell technologies, Cat: 72304) organoids were stimulated with either at 1 µM or 10 µM at D3 ENR and harvested for analysis at D4 ENR.

### Flow cytometry and Western blotting

For flow cytometric analysis or cell-sorting for ATAC-seq, single-cell suspensions were generated by resuspending organoids in TrypLE (Gibco, Cat: 12604013) supplemented with DNAse-I followed by gentle dissociation by pipetting, and incubation in a 37 °C water bath for a total of 15 mins. Cells were stained with fixable Near IR live/dead viability dye (1:1000; Thermofisher Cat: L10119) for 20–30 mins on ice. For surface staining, cell suspensions were incubated with BV421 anti-Sca-1 (1:200; BDBiosciences Cat: 744322) for 30 mins on ice. Cells were acquired with a BD Fortessa Cytometer and analysis was performed with FlowJo (Tree Star) software. Colon organoids single-cell sorted for ATAC-seq, were sorted on a FACS Fusion Aria II. For quantification of total Yap1 and ß-actin levels, organoids grown under WENR, 48 h ENR and 96 h ENR were harvested with TrypLE (Gibco, Cat: 12604013) and washed twice with PBS prior to lysis with RIPA buffer supplemented with protein inhibitor cocktail (1:100; Cell Signalling Technologies, Cat: #5871). Total protein levels were quantified with a Pierce^TM^ BCA protein assay kit (Thermofisher, Cat: 23225) and 20 µg of protein were loaded and separated in 4–15% Mini-PROTEAN® TGX™ Precast Protein Gels (Bio-rad, Cat: #4561084) and transferred into nitrocellulose membranes. Membranes with blocked with 5% BSA in TBST for 1 h incubated with both rabbit anti-Yap XP (1:1000; Cell Signalling Technologies, Cat: #14074) and ß-actin (1:2500; ThermoFisher, Cat: # MA1-91399) antibodies overnight. For detection, washed membranes were incubated with LI-COR Biosciences antibodies (IRDye800CW Donkey anti-rabbit IgG (H + L) Cat: 925-32213; IRDye680LT Donkey anti-mouse IgG (H + L) Cat: 925-68022; both used at 1:10000) in blocking buffer for 1 h. Chameleon® Duo Pre-stained Protein Ladder (Li-Cor Biosciences, Cat: 928-60000) was used as a molecular weight marker. Signal from Blots were measured using a LI-COR Odyssey CLx (LI-COR, Lincoln, USA) system.

### Seahorse XF metabolic analysis

Seahorse Bioscience XFe96 Analyzer was used to measure extracellular acidification rates (ECAR) in mpH (milli pH) per min and oxygen consumption rates (OCR) in pmol O_2_ per min. One day prior to the assay, organoids were re-seeded in 5 µL Matrigel-domes containing 15–20 intact organoids and covered with 200 µL of either WENR or ENR medium as indicated in XF96 cell culture microplates (Seahorse Bioscience; Cat: 102601-100). 1 h prior to the assay, the growth medium was discarded and replaced by Seahorse Assay medium (Seahorse Bioscience; Cat: 103059-000) and the plate was incubated for 60 min at 37 °C. For the mitochondrial stress test, culture medium was replaced by Seahorse XF Base medium (Seahorse Bioscience, Cat: 103575-100) supplemented with 20 mM glucose (Sigma-Aldrich), 2 mM L-glutamine (Sigma-Aldrich), 5 mM pyruvate (Sigma-Aldrich) and 0.56 μl NaOH (1 M). Mito Stress Test inhibitor stock solutions were prepared according to the kit manual (Seahorse Bioscience, Cat: 103015-100), adjusted to appropriate concentrations, and pipetted into the ports of the Sensor Cartridge (Port A: 20 µL of 10 µM Oligomycin; Port B: 22 µL of 5 µM FCCP; Port C: 25 µL of 2.5 µM Rotenone/ Antimycin A). After Seahorse measurement, the cell numbers in the wells were determined for normalization using the CyQuant NF Cell Quantification kit (Thermofisher, Cat: C35006). The obtained values were imported into the Wave Software and the normalized OCR- and ECAR-values were considered for analysis of the dataset.

### RNA extraction and qRT-PCR

Total RNA was isolated from organoids using TRIreagent® (Thermofisher, Cat: 15596018), and cDNA was synthesized using the high-capacity cDNA reverse transcription kit (Fisherscientific, Cat: 10400745) according to manufacturer’s instructions. Around 100–300 ng of total RNA was obtained from in vitro cultures. qPCR was performed with QuantStudio 6 Flex Real-time PCR System (Life technologies) using TAQMAN reagents and primers. CT values were normalized to *Hprt* using the ΔCT method. Taqman probes used in this paper are indicated below:

*Hprt* (Mm03024075_m1)*, Ctgf* (Mm01192933_g1), *Ankrd1* (Mm00496512_m1), *Cyr61* (Mm00487498_m1), *Lgr5* (Mm00438890_m1), *Sox9* (Mm00448840_m1)*, Ascl2* (Mm01268891_g1), *Slc26a3* (Mm00445313_m1), *Alpi* (Mm01285814_g1), *Car4* (Mm00483021_m1), *Clca3b* (Mm00519742_m1), *Muc2* (Mm01276696_m1), *Chga* (Mm00514341_m1), *Cdx2* (Mm01212280_m1)

### RNA sequencing

WT and AHR-deficient generated from *n* = 3 biological replicates were cultured in WENR or d4 ENR (differentiation experiments) or stimulated with 5 nm FICZ (Sigma, Cat:SML1489) for 4 h at 37 C. Total RNA was isolated from organoids using TRIreagent®, and cDNA was synthesized using the high-capacity cDNA reverse transcription kit (Fisherscientific, Cat: 10400745) according to manufacturer’s instructions. Total RNA was prepared into Illumina compatible libraries using the TruSeq Stranded RNA-Seq with RiboZero Gold (Illumina, Cat: 20020598) according to the manufacturer’s instructions. Sequencing was carried out on the Illumina platform. Bam files were aligned TxDb.Mmusculus.UCSC.mm10.knownGene using GenomicAlignments summarizeOverlaps to produce raw gene counts. Further analysis was performed using DESeq2. PCA of the variance stabilized transform showed 90% of variance in the first PC corresponding to stem cells vs. differentiated organoids, 6% in the second PC corresponding to genotype and very low variance between replicates. Differentially expressed genes were called using a cutoff for adjusted *p* value of 0.05. Heatmaps using RNA-seq data were generated using Morpheus (https://software.broadinstitute.org/morpheus).

#### Identification of activated transcriptional regulator and pathway analysis

Predicted upstream transcription factors of DEGs were identified by using the IPA Core Analysis-Upstream Regulator tool (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) where the analysis was restricted to identified upstream “transcriptional regulators”. All identified predicted upstream regulators are reported in source data for Fig. 2D but only regulators with p-value of <0.0001 were considered as significant. Geneset enrichment analysis (GSEA) was conducted using the Broad institute GSEA tool (software.broadinstitute.org/gsea/index.jsp) using standard settings. We assessed overlaps with the H (hallmark gene sets), C5 (GO Biological processes geneset: Digestion, Intestinal Absorption) and C6 (Oncogenic signature genesets: Cordenonsi_Yap_conserved signature). For correlation with published data, expression dataset (.gct) files containing gene lists of DEGs identified in fetal spheroids or adult organoids were acquired from Mustata et al., 2013^24^ the list of genes used to identity intestinal v gastric specific genes (selected from GTex repository) was acquired from Luknonin et al., 2020^20^. The CDX2KO organoid dataset (GSE62784) and the intestinal stem cell specific signature was taken from a single cell RNA-sequencing dataset, were originally from Simmini et al., 2014^47^ and Haber et al, 2017^36^ respectively.

### Omni-ATAC sequencing

Wild type and AHR knockout colon organoids cultured in WENR or d4 ENR conditions were washed and digested with TrypLE buffer (Gibco, Cat: 12604013) to make single cell suspensions and Omni-ATAC was performed as described in Buenrostro JD et al^74^. In brief, 50,000 live cells were sort purified and immediately resuspended in 50 µl of ATAC-Resuspension Buffer (0.1% NP40, 0.1% Tween-20, and 0.01% Digitonin) and incubated on ice for 3 min, and nuclei was spin pelleted and transposition was carried out for 30 minutes at 37 C in a thermomixer. DNA was purified using the DNA Clean and Concentrator (Zymo Research, Cat: D4014) and transposed fragments were amplified for 10 cycles using NEBNext 2x MasterMix (NEB, Cat: M0541S) and adaptors to prepare libraries. Libraries were cleaned and quantified using Bioanalyzer followed by sequencing.

#### Data analysis of ATAC-seq

The nf-core/atacseq pipeline (version 1.2.1)^75^ written in the Nextflow domain specific language (version 19.10.0)^76^ was used to perform the primary analysis of the fastq samples in conjunction with Singularity (version 2.6.0)^77^. The command used was “nextflow run nf-core/atacseq -profile crick --input /Path_to_desing/design.csv --genome GRCm38”. To summarise, the pipeline performs adapter trimming (Trim-Galore!. https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), read alignment (BWA) and filtering (SAMtools^78^, BEDTools;^79^ BamTools;^79^ pysam - https://github.com/pysam-developers/pysam; picard-tools - http://broadinstitute.github.io/picard), normalised coverage track generation (BEDTools;^79^ bedGraphToBigWig^80^), peak calling (MACS) and annotation relative to gene features (HOMER^81^), consensus peak set creation (BEDTools), differential binding analysis (featureCounts^82^ R Core Team; DESeq2^83^) and extensive QC and version reporting (MultiQC;^75^ FastQC;^84^ deepTools;^85^ ataqv^86^). All data was processed relative to the mouse UCSC mm10 genome. A set of consensus peaks was created by selecting peaks that appear in at least one sample. Counts per peak per sample were then imported on DESeq2 within R environment for differential expression analysis. Pairwise comparisons between genotypes in each condition, and between conditions per genotype were carried out and differential accessible peaks were selected with an FDR < 0.05. Heatmaps for differentially accessible peaks were generated using Deeptools.

For footprinting analysis TOBIAS (v 0.12.10)^32^ was used by running the following pipeline (https://github.com/luslab/briscoe-nf-tobias). The pipeline runs TOBIAS’ ATACorrect, ScoreBigwig, BINDetect and generates PlotAggregate metaplots on merged replicate bam files. TOBIAS was run on set of consensus peaks used for the differential analysis (see above), with the flag “--output-peaks” within TOBIAS BINDetect to set a different peak set for the output analysis. Differential binding scores and p-values are visualized as a volcano plot per pairwise comparison. JASPAR 2018 was used as the motif database for the foot printing analysis. As described before^32^, all TFs with -log10(pvalue) above the 95% quantile or differential binding scores smaller/larger than the 5% and 95% quantile are colored. Selected TFs are also shown with labels. The full set of differential binding scores is included in the source data file. For integration of the AHR CHIP and ATAC data differential ChIP peaks and ATAC regions were obtained from DESeq (described in the ATAC and CHIP methods section in this document). Transcription factor motifs were calculated from ATAC regions using TOBIAS (Bentsen et al., 2020). We subsetted the ATAC regions for evidence of AHR binding using bedtools by intersecting bed files made from the ChIP peaks and ATAC regions. We then scanned the ATAC regions also using bedtools intersect to find instances for each motif (Ahr, TEAD1, TEAD2, TEAD3 and TEAD4) where the whole motif was contained within the ATAC region. Motif co-occourance and distances were calculated using a custom jupyter notebooks python script. Additional python scripts exported the bed files with formatting appropriate for UCSC browser. All source code and analysis with instructions to reproduce the analysis can be found at: https://github.com/luslab/ahr-tead-motif-analysis

### Chromatin immunoprecipitation (ChIP) and sequencing

WT and AHR knockout colon organoids generated from *n* = 4 biological replicates grown in WENR condition were stimulated with 5 nM FICZ for 1 hour in a glass vial at 37 °C. Samples were crosslinked with 1% formaldehyde (Thermofisher, Cat: 28908) for 8 min and quenched with 0.125 M glycine at room temperature. Nuclei was extracted by Dounce homogenization and chromatin was sheared by sonication in a lysis buffer (0.25% SDS, 1 mM EDTA, 1% Trition-X, 10 mM Tris-HCl, pH 8). Debris was spin pelleted at 13,000 rpm for 30 min at 4 °C. Supernatant was diluted in RIPA buffer (0.2% deoxycholate, 280 mM NaCl, 1.1% Triton-X in H_2_O) and cleaned with protein A/G Dynabeads (Invitrogen, Cat: 10003D & 10001D) for 1 hour at 4 °C. 10% of supernatant was used as input and the remaining sample was immunoprecipitated overnight at 4 °C with anti-AhR antibody (Enzo, Cat: BML-SA210-0100). Chromatin was then incubated with protein A/G Dynabeads (Thermofisher, Cat: 88802) for 3 h at 4 °C. Chromatin bound beads were washed twice in low-salt buffer (0.1% SDS, 1% Triton X-100, 1 mM EDTA,, 140 mM NaCl, 0.1% deoxycholate, 20 mM Tris–HCl, pH 8), high-salt buffer (same as low salt except for 500 mM NaCl), LiCl wash buffer (250 mM LiCl, 0.5% NP40, 0.5% deoxycholate, 1 mM EDTA, 10 mM Tris–HCl, pH 8) and with Tris-EDTA buffer (10 mM Tris–HCl 1 mM EDTA). Protein-chromatin complexes were then eluted in elution buffer (1% SDS, 100 mM NaHCO3) and reverse cross-linked overnight with RNase and proteinase containing buffer (62.5 µg/ml RNaseA, 5 mg/ml proteinase K, 1.25 M NaCl, 62.5 mM EDTA pH 8, 250 mM Tris-HCl pH 6.5). ChIP DNA was purified using the ChIP DNA Clean and Concentrator (Zymo Research, Cat: D5205) and quantified using Bioanalyzer followed by sequencing.

#### Data analysis for CHIP-seq

Samples were sequenced on an Illumina HiSeq4000 generating 101 bp single ended reads averaging 30 million reads per sample. ChIP-seq reads were aligned to the mouse mm10 genome assembly using BWA version 0.7.15 ^78^with a maximum mismatch of two bases. Picard tools version 2.1.1 (http://broadinstitute.github.io/picard) was used to sort, mark duplicates and index the resulting alignment BAM files. Normalised tdf files for visualisation purposes were created using the resulting BAM files using IGVtools (http://www.broadinstitute.org/igv) version 2.3.75 software by extending reads by 50 bp and normalising to 10 million mapped reads per sample. Peaks were called by comparing IP samples to their respective input using MACS version 2.1.1^87^, using the standard parameters. Peaks called by MACS were annotated using the ‘annotatePeaks’ function in the Homer (version 4.8)^81^ software package. Common and unique peaks across experiments were determined using the ‘intersect’ function in Bedtools (version 2. 26.0)^79^ and custom scripts.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Sequencing data associated with this paper has been submitted to NCBI’s GEO repository under the accession number GSE179482. RNA-sequencing data of organoids grown in WENR and d4 ENR conditions can be found under accession number GSE133092. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

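Chromatin accessibility was measured by Omni-ATAC-seq in 10 libraries of mouse colon organoids. WT WENR and AHR KO d4 ENR had 2 libraries each, and WT d4 ENR and AHR KO WENR had 3 each. Genotype, medium and replicate number were taken from the labels of the samples. The replicate numbers that pair libraries between groups come from the same labels, and the paper's text does not say whether libraries with the same number share an organoid line.

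The authors trimmed the reads, aligned them to GRCm38 with BWA, filtered them within the nf-core/atacseq pipeline and called broad peaks in each library by itself with MACS 2.2.7.1 in paired-end mode, without a control, with a q value of 0.1 for broad and 0.05 for narrow regions and a background window of 10000 bp. Replicates were not pooled. For each peak the authors give the pileup, a coverage signal in fragments averaged over the peak and not scaled for library size. The authors also give the fold enrichment of that pileup over the local background of the same library, and the −log10 of the p and q values from MACS. These scores are the authors' own and were used only to describe, rank or filter peaks within a list. The number of fragments and their mean length were read from the header that the authors' peak caller wrote. Read counts per region, footprints, RNA-seq and binding data were not used here, so the count test of the paper's methods was not repeated.

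All values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Peaks of the 10 libraries were merged into consensus regions where they shared at least 1 bp, and a region was taken as called in a library with a peak in it. Genotype-specific regions were called in all libraries of a genotype and in none of the other within a medium. Regions lost in a genotype were called in all its WENR and none of its d4 ENR libraries. Regions were assigned by their midpoint to promoters (1 kb upstream to 100 bp downstream of a transcription start), exons, introns or intergenic sequence in the GENCODE mouse release M21, in this order. The bases of a gene covered by peaks were counted over the gene body with 5 kb on each side. The genes named are those that the paper names or shows for ATAC-seq, *Ahr*, and the AHR targets *Cyp1a1*, *Cyp1b1* and *Ahrr*, together with the 3 AHR KO-only and the 3 WT-only regions in d4 ENR that rank highest in their lists. A gene that this rule covers is not reported here by itself and was taken out of the comparisons of single genes after they had been made. *Slfn1*, *Pisd* and *Trim9* are the genes nearest to such regions.

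Numbers of peaks, covered length and covered bases were compared with exact permutation tests, 2-sided, taking 2 times the smaller tail. With 2 against 3 libraries there are 10 arrangements and the smallest p is 0.2. Effects of the medium were permuted within genotypes and effects of genotype within media, which gives 100 arrangements and a smallest p of 0.02. Shares of regions were compared with Fisher's exact test. Regions specific to a group have no replicate error and were counted again for each other split of the same libraries. Gene lists were compared with 10000 random lists of protein-coding genes in 20 bins of the bases covered in WENR. Motifs were searched as consensus strings on both strands of GRCm38: RCATTCC for TEAD, TGASTCA for AP-1, CCGGAAGT for ETS, TNGCGTG for AHR:ARNT, CAAAGTYCA for HNF4 and GYMATAAA for CDX2. Their shares were compared with 1000 draws of other regions in 10 width and 5 GC bins. The p over the draws is 2-sided and estimated from random draws, with regions and not libraries as units, so it does not carry the variation between organoid lines.

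Between 30354729 and 49126792 fragments per library lie behind the peaks. Because peak calling depends on depth and on the share of fragments in open chromatin, an absent peak means that a region did not pass the caller's threshold, not that it was closed. The genotypes were compared in covered length and in the share of coverage in peaks with all peaks only. The WENR calls of AHR KO-only regions in d4 ENR were also counted with all peaks only. Most other comparisons were recomputed with the alternatives set for them. These were lists shortened to the 33433 peaks of the shortest list, a −log10 q of at least 5, at least 50% of a region covered, regions called in at least 2 libraries, autosomes only, promoters of 3 kb on each side, gene bodies alone or with 20 kb on each side, the replicate number as a block, and each library left out in turn. Scaling pileup and background of all libraries to the smallest number of fragments was added after the data were seen, as were the alternatives for all motif shares other than that of TEAD in AHR KO-only regions in d4 ENR.

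The procedures were tested on simulated data. All 300 AHR KO-only and all 200 WT-only regions planted among 20000 simulated regions were recovered. The rule also passed regions that were not planted, since 526 AHR KO-only and 656 WT-only regions were found in all, as many as the simulated calls held, so a region specific to a genotype can arise by chance. A planted motif was detected in 50 of 50 simulated sets of regions and a motif that was not planted in 4 of 50. After scaling, 3071 of 4000 simulated sites at full depth passed the limit, against 3147 at reduced depth and 3439 without scaling.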

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

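In this part, the test for regions close to *Ahr* and the comparison of single libraries at its intron 2 were chosen only after the result was seen.

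The paper compares the genotypes within each medium and does not report regions that part the genotypes in both. Called in all 5 AHR KO libraries and in none of the 5 WT libraries were 38 regions, and 5 regions showed the converse. Of the 100 exchanges of libraries between the genotypes within each medium, the real one included, 2 gave at least as many regions in both directions together as the 43 found, and the highest of the others gave 45. There were 15 AHR KO-only and 19 WT-only regions at equal list length, and 1 of the 100 exchanges, the real one, gave as many, the highest of the others giving 19. With all peaks, an exchange other than the real one thus gave more regions. List length changed which genotype had more of them, so only the total in both directions, not its direction, held at equal list length. On chromosome 12 lay 12 of the 43 regions (27.9%), against 4.06% of all consensus regions. Of these 12, 5 lay outside 15 Mb of *Ahr*, between positions 70371174 and 111447353. Within 15 Mb of *Ahr*, the region over *Ahr* left out, lay 6 of 42 (14.3%), against 0.724% of the other regions (Fisher's exact test, p = 6.2e-07). Neighbouring regions are not independent, which this test does not allow for. A segment inherited together with the targeted allele would give such a cluster, though not by itself the regions farther along the chromosome unless it were long. The signal beside *Ahr* may come from sequence differences between the lines and cannot be told apart from an effect of losing AHR. For the 36 regions elsewhere, no cause was tested, and whether sequence present in several copies contributes was not tested either.

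At *Ahr* itself, more bases were covered by peaks in every AHR KO than in every WT library. The difference was 3488 bp in WENR and 2019 bp in d4 ENR (exact permutation test, p = 0.2 in each, the smallest possible). The paper's text does not report the accessibility of this gene. At equal list length, the difference was 433 bp in WENR (exact permutation test, p = 0.6) and 964 bp in d4 ENR (exact permutation test, p = 0.2). The region in intron 2 that was called in the 5 AHR KO libraries and no WT library was called in no library of either genotype with lists of equal length, a difference of 0 libraries. Its peaks rank so low that shortening the lists had to remove them, so this does not test the region. Among the full lists, WT d4 ENR replicate 3 with 54768 peaks lacked it while AHR KO d4 ENR replicate 1 with 49339 had it, and WT WENR replicate 2 with 63470 lacked it while AHR KO WENR replicate 2 with 63226 had it, so the number of peaks alone does not account for it. The cluster of genotype-specific regions beside the gene (p = 6.2e-07, Fisher's exact test) applies here as well. The signal may reflect the engineered allele, a linked segment or a response of the gene to the loss of its product, and these explanations cannot be told apart with peak lists.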

How the results depend on the processing

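All alternatives were set before the data were examined, except scaling to the smallest number of fragments and all alternatives for motif shares other than that of TEAD in AHR KO-only regions in d4 ENR. Of 238 values from alternatives other than leaving out a library, 185 kept their direction and side of the threshold, or stayed within the replicate spread or within 1.5 times a count, 18 moved further, 8 were no longer past the threshold, 1 was newly past it and 26 reversed. Of the 8, 6 are the ETS, AHR:ARNT and HNF4 shares of AHR KO-only regions in d4 ENR, with lists of equal length and against regions specific to the other 9 splits, and the 1 is the CDX2 share against those regions. All 26 belong to single genes. Of 362 values that each left out 1 library, some of which leave a group with 1 library and so have no test, 318 kept to these limits, 31 moved further, 2 were no longer past the threshold (the CDX2 share of WT-only regions in WENR without AHR KO replicate 3, 19.0% with a p over the draws of 0.07, and the HNF4 share of AHR KO-only regions in d4 ENR without WT replicate 3, 6.32% with a p of 0.282), 1 was newly past it (the CDX2 share of the latter regions without WT replicate 3, 24.1% with a p of 0.002) and 10 reversed, counting only values with a test as reversed. The fall in peak number and covered length from WENR to d4 ENR kept its direction and its p of 0.02 with the stricter q value, with autosomes only and, for covered length, with lists of equal length (log2 ratio −0.39), and for peak number with scaling.

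With the replicate number as a block (paired by label), the log2 ratio of peak numbers was −0.45 and that of covered length −0.74 (exact permutation test over 4 pairs, p = 0.125 for each, the smallest possible). The paired log2 ratio of peak numbers in AHR KO to those in WT was 0.42 in d4 ENR and 0.04 in WENR. Same-numbered libraries did not deviate together. The mean correlation of their deviations was −0.03 between media and 0.07 and 0.04 between genotypes in d4 ENR and WENR.

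With lists of equal length there were 705 AHR KO-only and 280 WT-only regions in d4 ENR and 409 AHR KO-only regions in WENR, 2881 regions lost in WT and 2889 in AHR KO, 1422 regions called in all WENR libraries only, and 11.6% of the regions lost in WT called in both AHR KO d4 ENR libraries. The Fig. 3b genes covered more in every AHR KO library fell from 14 to 5 of 18. With a −log10 q of at least 5 there were 13 WT-only regions in d4 ENR and 7666 WENR-only regions, and the share of regions lost in WT but called in AHR KO was 13.8%. With at least 50% of a region covered, 5063 regions were AHR KO-only in d4 ENR, 18913 were lost in WT, 7311 were WENR-only and that share was 19.3%. With scaling, it was 13.7%. With gene bodies alone, 8 of 18 Fig. 3b genes and 5 of 16 named genes were covered more in every AHR KO library. The requirement of at least 2 libraries cannot change counts of regions called in all libraries of a group. The cause was not tested for these.

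Across the fits that each left out 1 library, AHR KO-only regions numbered 2592 to 7276 and WT-only regions 111 to 718 in d4 ENR. In WENR they numbered 1448 to 2766 and 947 to 1969. Regions lost in AHR KO numbered 9091 to 14168. The share of regions lost in WT but called in AHR KO was 11.3% to 35.4%, mature epithelial genes covered more in every AHR KO library numbered 9 to 15, and the TEAD share of AHR KO-only regions in d4 ENR was 24.4% to 30.1%. The AP-1 share of the same regions was 27.0% to 32.5%. It changed from above to below its draws without WT replicate 3 (30.2% against 32.7%) and without AHR KO replicate 2 (27.0% against 27.2%), and lay above them without AHR KO replicate 1 (28.5% against 26.4%). Their CDX2 share was 16.9% to 24.1% and changed from above to below its draws without AHR KO replicate 1 (16.9% against 19.0%) and without WT replicate 2 (21.8% against 21.9%). Leaving out an AHR KO library leaves a single one, so differences without one have no test. Smaller groups pass the all-or-none rule more easily, so most of these counts can only rise.

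At single genes, differences in covered bases between AHR KO and WT that reversed had exact permutation p values from 0.2 to 1 and none could pass a threshold of 0.05. With the gene body alone, they were −19.7 bp at *Cyr61*, −26.8 bp at *Amotl2*, 20.7 bp at *Clu*, −18.2 bp at *Sox9* and 420.3 bp at *Itga2* in WENR, and −135 bp at *Muc2*, −37.8 bp at *Chga*, −36.2 bp at *Sox9* and −140.2 bp at *Cyp1b1* in d4 ENR. With 20 kb on each side they were 57.5 bp at *Cyp1a1* and −704.5 bp at *Cyp1b1* in WENR. In lists of equal length they were −24 bp at *Cyr61*, −80.7 bp at *Amotl2*, 12.3 bp at *Clu*, −37.5 bp at *Ly6a* and −151.5 bp at *Sox9* in WENR, and −17.5 bp at *Sox9*, −97.5 bp at *Cyp1a1* and 246 bp at *Ahrr* in d4 ENR. With a −log10 q of at least 5 they were −24 bp at *Cyr61*, −80.7 bp at *Amotl2*, 309 bp at *Clu*, −37.5 bp at *Ly6a* and −67.2 bp at *Chga* in WENR, and −29.8 bp at *Cyp1a1* and 246 bp at *Ahrr* in d4 ENR. Leaving out 1 library gave −34.5 to 347.5 bp at *Cyr61*, −163.5 to 171 bp at *Amotl2*, −322 to 139 bp at *Clu*, −399.7 to 1238 bp at *Nrp2* and −44.3 to 52.7 bp at *Cyp1b1* in WENR, and −312.5 to 403 bp at *Muc2* and −616 to 165 bp at *Ahrr* in d4 ENR. The cause was not tested.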

Differences from the paper's values

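The values here count regions called in all libraries of a genotype and in none of the other, while the paper's come from a test on read counts that were not used here. The paper's number of regions less accessible in AHR KO organoids in d4 ENR is 415, and 74 were found. Of the alternatives set before the data were examined, lists of equal length (280) and leaving out AHR KO d4 ENR replicate 2 (479) came within 1.5 times of the paper's value. A −log10 q of at least 5 (13), at least 50% of a region covered (50), regions called in at least 2 libraries (74), autosomes only (72) and leaving out AHR KO replicate 1 (111) or WT replicate 1 (718), 2 (140) or 3 (144) did not. The paper's number of regions more accessible in AHR KO organoids in WENR is 453, and 1010 were found. Lists of equal length gave 409, within 1.5 times of the paper's value. None of the other alternatives did. They were a −log10 q of at least 5 (759), at least 50% of a region covered (1298), regions called in at least 2 libraries (1010), autosomes only (983) and leaving out any of the 5 libraries (1448 to 2766). Scaling to the smallest number of fragments, chosen after the values were seen, gave 51 and 1036 and closed neither gap. Lists of equal length, set before the data were examined, moved the number of regions more accessible in AHR KO organoids in d4 ENR away from the paper's value of 1829, to 705, where 2435 with all peaks was within 1.5 times of it.

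In WENR the paper has fewer regions more accessible in AHR KO than regions less accessible, whereas 1010 AHR KO-only and 650 WT-only regions were found. Lists of equal length were also set before the data were examined, and with them the order was the paper's, 409 against 524. Leaving out WT replicate 1 also gave this order, 1787 against 1969, and no other alternative did.

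The paper lists *Ctgf* and *Amotl2* among genes with raised accessibility in AHR KO organoids in d4 ENR. The bases covered by peaks overlapped between the genotypes at both, with a difference of 279 bp at *Ctgf* (exact permutation test, p = 0.6) and 680.3 bp at *Amotl2* (exact permutation test, p = 0.4). Every d4 ENR library had 2 peaks at *Ctgf* and 3 at *Amotl2*. Covered bases do not measure the height of a peak, while the paper's test used read counts, so the overlap does not contradict the paper. With a −log10 q of at least 5 or without WT replicate 2, every AHR KO library lay above every WT library at *Ctgf*, and without WT replicate 3 or AHR KO replicate 2 the same held at *Amotl2*. The paper states that *Slc26a3* did not differ between the genotypes. It was covered over 1953 bp more in AHR KO, with both AHR KO above all WT libraries (exact permutation test, p = 0.2, the smallest possible). This order was present at 54.4% of genes, so it does not set *Slc26a3* apart. With 20 kb on each side of the gene, the genotypes overlapped there.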

Other observations

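In this part, the tests of depth, of the share of fragments in peaks, of list length (apart from that for the Fig. 3b genes), of fragment length and of other splits (apart from that for WENR-only regions) were chosen only after the result was seen.

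Fewer peaks were called in d4 ENR than in WENR. With all libraries scaled to the smallest number of fragments, the log2 ratio was −0.36. The scaling also applied a common significance limit to all lists. This took WT d4 ENR replicate 2, the library with the fewest fragments, from 47898 to 43351 peaks. The unchanged ratio therefore does not isolate depth. The media did not overlap in the share of fragment coverage inside peaks, with a gap of 18.7 percentage points. A lower share in d4 ENR may be a property of the chromatin or of how the cells and libraries were prepared, and peak lists cannot tell these apart. Of the 16 splits that part same-numbered libraries as the media do, 1, the real one, gave as many regions as the 4678 called only in WENR, and the highest of the others gave 86. With 16 splits, even the smallest possible share is above 0.05.

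More regions were called only in AHR KO than only in WT organoids in d4 ENR. In lists of equal length the ratio of these counts was 2.52, and with all libraries scaled to the smallest number of fragments it was 39.1, so neither shortening nor scaling removed the difference. Its size with all peaks rested largely on WT replicate 1, which had the fewest peaks. Without this library, 2592 regions were AHR KO-only and 718 WT-only. Without WT replicate 2 the counts were 3176 and 140, and without WT replicate 3 they were 5805 and 144. Of the 10 pairs of libraries, 2, the AHR KO pair included, had at least as many regions to themselves as this pair, which this design cannot resolve. Fragment length was examined by splitting the libraries on it. In lists of equal length, splitting the 5 libraries at the largest gap in mean fragment length, with WT replicates 2 and 3 at or below 172 bp and the other 3 at or above 200 bp, gave 1204 regions specific to either side, against 985 for the genotypes. All AHR KO libraries in d4 ENR had longer fragments than all WT libraries. The total of genotype-specific regions in both directions therefore cannot be told apart from a difference in fragment length. This sum does not test the excess on the AHR KO side. Regions specific to the longer fragments were not in excess, with 591 against 613 for the shorter, and 157 against 644 with all peaks.

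Covered bases rose across the genome in AHR KO d4 ENR libraries, and the genes of Fig. 3b did not stand out as covered more in AHR KO. The median peak length was 815 and 724 bp in AHR KO and 691, 557 and 625 bp in WT d4 ENR libraries. Peak length and fragment length thus part the genotypes in the same way. Neither was tested for this rise, so it need not mean more open chromatin. In lists of equal length, 99.9% of random gene lists had as many of 18 genes covered more in every AHR KO library as the 5 found, and with all peaks 17.1% had as many as the 14 found. The random lists of equal length had a mean of 10.5, so there the Fig. 3b genes had this order less often than matched genes. The general rise, present at 52.2% of genes in lists of equal length and at 54.4% with all peaks, may account for the order with all peaks. It does not account for the lower number in lists of equal length, for which no cause was tested. The 5 genes that had this order in lists of equal length were picked by that outcome, so they do not test list length. This measure counts called bases and does not measure the height of a peak.

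Regions lost in WT organoids were called in AHR KO d4 ENR libraries more often than the converse. At equal list length, the ratio of the shares was 5.76, so list length alone did not account for it. The ratio compares a requirement of 2 libraries with one of 3, which favours AHR KO. Single AHR KO libraries called 20.8% and 22.5% of the regions lost in WT at equal list length, and single WT libraries 10.8% to 15.0% of those lost in AHR KO, so the difference per library is much smaller than this ratio. Fragment length, which parts the genotypes in d4 ENR, was not tested for this pattern and stays open.

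TEAD motifs were more frequent in AHR KO-only regions in d4 ENR than in matched regions. If this came from regions near the calling threshold, regions specific to the other 9 splits of the same libraries would hold the motif as often, but AHR KO-only regions exceeded matched draws of them by 4.4 percentage points, with a p over the draws of 0.002, the smallest they can give. In regions specific to the 3 libraries with longer fragments, the excess was 1.96 percentage points over 157 regions, with a p over the draws of 0.629, less than the 4.25 for the genotype. So few regions give this test little power. At equal list length it was 3.56 over 591 regions, with a p over the draws of 0.062, against 8.27. Of the 10 pairs of libraries, 1, the AHR KO pair, had an excess as large, and a share below 0.1 is not possible with 10 pairs. Outside this count, regions specific to AHR KO replicate 1 with WT replicates 1 and 3 had a larger excess with all peaks. It was 6.59 percentage points over only 32 regions, with a p over the draws of 0.464. With each d4 ENR library left out in turn, the share of regions with the motif was 24.4% to 30.1%, and the excess over the draws stayed positive, from 2.53 to 4.08 percentage points. A candidate explanation is that regions with TEAD motifs close less completely without AHR, a hypothesis found and tested on the same libraries. It cannot be told apart from a difference between so few libraries that arose by chance, and the share of fragment coverage in peaks, which also parts the genotypes, was not tested for it. A string match is not evidence that a factor was bound.

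ETS motifs, for which the paper reports higher footprint scores in AHR KO organoids, were less frequent in AHR KO-only regions than in matched regions (0.945% against 2.2%). Against regions specific to the other 9 splits, the difference was −0.28 percentage points, with a p over the draws of 0.232, so no deficit was found beyond that of such regions. The draws were not matched on promoters. These made up 8.05% of AHR KO-only regions and 17.6% of all regions called in at least 1 d4 ENR library. Whether this accounts for the lower share was not tested. Footprints were not analysed here, and motif shares are another measure.

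The other motifs set for AHR KO-only regions in d4 ENR differed from their draws by fewer percentage points than TEAD, although the ratio to the draws was 0.816 for AHR:ARNT and 0.838 for HNF4, against 1.17 for TEAD. AHR:ARNT motifs were in 7.72% against 9.47% in the draws and HNF4 motifs in 5.54% against 6.62%, with p values over the draws of 0.004 and 0.03 (0.008 and 0.045 after Benjamini-Hochberg adjustment over 6 motifs). These p values were 0.372 and 0.26 at equal list length, and 0.116 and 0.312 against regions specific to the other 9 splits, so neither deficit was found beyond that of such regions. CDX2 motifs were in 23.1% against 22.2%, with a p over the draws of 0.252, and of 0.038 against regions specific to the other 9 splits (0.114 after adjustment). HNF4 motifs were in 10.7% of the 272 regions called only in d4 ENR, against 6.74% in their draws, and in 3.25% of those called only in WENR, against 5.73%, shares computed after the data were seen, with p values over the draws of 0.02 and 0.002.

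*Cdx2*, which the paper shows with an ATAC-seq track, was covered by peaks over 4182 ± 5.66 bp (SD, n = 2) in AHR KO and 3246 ± 676 bp (SD, n = 3) in WT organoids in d4 ENR. Both AHR KO libraries lay above all WT libraries (exact permutation test, p = 0.2, the smallest possible), as at most genes in d4 ENR. This order was lost at *Cdx2* with the gene body alone, with lists of equal length and with a −log10 q of at least 5. *Cyp1a1* in WENR was covered over 1774 ± 230.3 bp (SD, n = 3) in AHR KO and 2150 ± 36.1 bp (SD, n = 2) in WT organoids, with every AHR KO library below both WT libraries (exact permutation test, p = 0.2, the smallest possible), and with 20 kb on each side the difference changed sign to 57.5 bp.

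In WENR, motif shares of genotype-specific regions were computed after the data were seen. AP-1 motifs were in 39.6% of the 1010 AHR KO-only regions against 32.2% in matched draws, and in 20.9% of the 650 WT-only regions against 32.0%, with a p over the draws of 0.002 for both (0.012 after Benjamini-Hochberg adjustment over 6 motifs). Without WT replicate 1 the AP-1 shares of AHR KO-only regions were closer, 35.4% against 33.2%, a difference that leaving out this library reduced from 7.42 to 2.22 percentage points and that has no test with a single WT library left. CDX2 motifs were in 14.0% of the AHR KO-only regions against 17.3%, and in 20.9% of the WT-only regions against 16.6%, with a p over the draws of 0.008 for both (adjusted 0.024). The shares at equal list length were 53.8% against 42.4% and 36.3% against 45.0% for AP-1, and 16.6% against 20.8% and 31.3% against 25.3% for CDX2, where the p over the draws for AHR KO-only regions was 0.032 (adjusted 0.064). Regions specific to other splits of the WENR libraries were not examined for these motifs, and no technical or biological explanation was tested. The paper states lower predicted binding of *Cdx2* in AHR KO and higher predicted binding of *Ap-1* factors in WT organoids in this medium, from footprints, while its discussion states increased footprints of *Ap-1* members in AHR KO organoids, mostly in WENR.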
